# Molecular evolution and expression of opsin genes in Hydra vulgaris

**DOI:** 10.1186/s12864-019-6349-y

**Published:** 2019-12-17

**Authors:** Aide Macias-Muñoz, Rabi Murad, Ali Mortazavi

**Keywords:** Cnidaria, Opsin, Gene expression, Phototransduction, Phylogenetics

## Abstract

**Background:**

The evolution of opsin genes is of great interest because it can provide insight into the evolution of light detection and vision. An interesting group in which to study opsins is Cnidaria because it is a basal phylum sister to Bilateria with much visual diversity within the phylum. *Hydra vulgaris* (*H. vulgaris*) is a cnidarian with a plethora of genomic resources to characterize the opsin gene family. This eyeless cnidarian has a behavioral reaction to light, but it remains unknown which of its many opsins functions in light detection. Here, we used phylogenetics and RNA-seq to investigate the molecular evolution of opsin genes and their expression in *H. vulgaris*. We explored where opsin genes are located relative to each other in an improved genome assembly and where they belong in a cnidarian opsin phylogenetic tree. In addition, we used RNA-seq data from different tissues of the *H. vulgaris* adult body and different time points during regeneration and budding stages to gain insight into their potential functions.

**Results:**

We identified 45 opsin genes in *H. vulgaris*, many of which were located near each other suggesting evolution by tandem duplications. Our phylogenetic tree of cnidarian opsin genes supported previous claims that they are evolving by lineage-specific duplications. We identified two *H. vulgaris* genes (*HvOpA1* and *HvOpB1*) that fall outside of the two commonly determined *Hydra* groups; these genes possibly have a function in nematocytes and mucous gland cells respectively. We also found opsin genes that have similar expression patterns to phototransduction genes in *H. vulgaris*. We propose a *H. vulgaris* phototransduction cascade that has components of both ciliary and rhabdomeric cascades.

**Conclusions:**

This extensive study provides an in-depth look at the molecular evolution and expression of *H. vulgaris* opsin genes. The expression data that we have quantified can be used as a springboard for additional studies looking into the specific function of opsin genes in this species. Our phylogeny and expression data are valuable to investigations of opsin gene evolution and cnidarian biology.

## Background

The evolution of opsin genes has been the subject of many studies because opsins play an essential role in vision and light detection. Much research has focused on deciphering the opsin phylogenetic tree in an effort to better understand the evolution of eyes and vision [1–4]. Visual opsin genes often encode G-protein coupled receptors that initiate the phototransduction cascade, a mechanism by which light information is converted into an electrical signal to be interpreted by the brain. Visual opsins bind a light-sensitive retinal chromophore (11-*cis*-retinal in vertebrates) that changes its conformation from 11-*cis* to all-*trans* when activated by light [5]. In addition to light detection, opsin proteins can partake in other roles supporting vision. For example, vertebrate retinal G protein-coupled receptor (RGR) and squid retinochrome function in chromophore transport and regeneration by photoisomerizing all-*trans* retinal to 11-*cis*-retinal [6–8]. Moreover, opsins have also been found to function in extraocular light detection and light-independent behavior such as temperature sensation and hearing [9]. Their conservation in animal species and roles in sensory perception make the opsins an interesting gene family to study.

A species in which to further investigate opsins is *Hydra* due to its basal location and role as a model organism. For over 270 years, *Hydra* has been used to address questions in multipotency, cell organization, neurogenesis, and regeneration [10]. The availability of a reference genome has facilitated studies of molecular evolution, gene expression, and gene functions [11, 12]. *Hydra* is a fresh-water polyp with a simple body plan made up of two epithelial layers, the endoderm and ectoderm (Fig. 1a). The *Hydra* body consists of a foot used to attach to substrate, body column, tentacles used to catch prey, and a hypostome (often referred to as the head). *Hydra* is capable of asexual reproduction by budding, during which a bud forms from the body column and develops in 10 stages until a small complete animal detaches from the parent [16]. Moreover, *Hydra* is of interest due to its ability to regenerate its head and foot when bisected [17–20]. *Hydra* can even regenerate from grafts and cell aggregates [21–23]. *Hydra* belongs to the basal animal phylum Cnidaria, which also includes jellyfish, sea anemones, and corals. Cnidaria is the sister group to Bilateria and also uses opsin-based phototransduction (Fig. 1b) [24, 25]. Until recently it was believed that Cnidaria was the most ancestral lineage capable of opsin based phototransduction [24, 26]. However, a recent study found that a ctenophore species possesses and expresses opsins with a conserved chromophore-binding site and found RNA-seq evidence for homologs of other components of the phototransduction cascade [27].

**Fig. 1:**
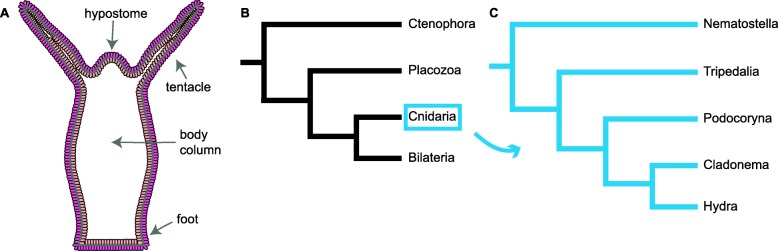
*H. vulgaris* body plan and cladograms. (**a**) Diagram depicting the *H. vulgaris* body plan which consists of the hypostome, tentacles, body column and foot. The *H. vulgaris* body is made up of two epithelial layers, the endoderm (light orange) and the ectoderm (bright pink). (**b**) Animal cladogram adopted from [13]. (**c**) Cnidaria cladogram inferred from [14, 15] to include only the species we used in this study, this is not a complete tree

Even if Cnidaria is not the most ancestral group to use opsins, it is still a unique group to investigate opsin molecular evolution and gene expression due to high rates of lineage-specific duplications and the presence of eyes in the phylum. An early study of cnidarian opsins suggested that opsins had undergone several duplications in early hydrozoan evolution [28]. Investigation of opsins in a cubozoan genome found further evidence of rapid lineage- and species-specific duplications [29]. Further, Cnidaria are the most primitive invertebrates to possess eyes and, unlike bilaterian invertebrates that possess rhabdomeric photoreceptors, cnidarians have ciliary photoreceptors similar to vertebrates [30, 31]. Some cnidarians, such as box jellyfish of the class Cubozoa, even have complex camera-type eyes and use visual cues to navigate [32–34]. Recently, it was discovered that in Cnidaria alone, eyes have evolved independently a minimum of eight times and visual phototransduction has arisen through co-option of non-visual opsins [35]. While some cnidarian species have eyes and others do not, opsins are expressed extraocularly and eyeless cnidarians possess light-detecting abilities [28, 29, 36, 37]. As an example, corals and sea anemones use light cues for reproductive behaviors [38, 39]. These discoveries highlight the importance of further understanding the evolution and potential function of opsins in these gelatinous creatures.

*Hydra* is an example of a cnidarian species that has many opsins and lacks eyes but has a behavioral response to light. It has been suggested that opsin studies in *Hydra* may shed light on the evolution of visual pigments in more derived animals [36]. An early study of opsins in Cnidaria discovered 63 opsin genes in *H. magnipapillata* v. 1.0 [28]. Suga et al. and ﻿Liegertová et al. found that *Hydra* opsins cluster into 2 and 3 groups respectively [28, 29]. Note that the *Hydra* 2.0 Genome Project found that *H. magnipapillata* is the same species as *H. vulgaris*. While lacking eyes, *Hydra* undergo a shortening and lengthening response to light that depends on the light intensity and wavelength [40, 41]. Furthermore, opsins play an important role in *Hydra* feeding and defense because an opsin, *HmOps2*, is responsible for discharging the cnidocytes [25]. *HmOps2* co-localized with a ﻿cyclic nucleotide gated (CNG) ion channel gene (*HmCNG*) and an arrestin gene (*HmArr*) both necessary for the transmission and termination of the phototransduction cascade in ciliary photoreceptors [24]. Pharmacological inhibition of CNG diminished the behavioral response of *Hydra* to bright-light proving that CNG channels play a role in cnidarian phototransduction and suggest that opsins and CNG were present in the common ancestor of Cnidaria and Bilateria [25]. In addition, a previous study of *Hydra* transcriptomics found that genes upregulated in the hypostome, tentacles, and foot were enriched for functions in G-protein coupled receptors further suggesting that opsins, which belong to this group, may have crucial functions in *Hydra* [42].

While *Hydra* uses opsins, CNG, and arrestin, it remains to be explored which other components of the phototransduction cascade *Hydra* possesses. Cnidarian opsins are similar to vertebrate ciliary opsins so we expected to see ciliary phototransduction genes co-expressed with one or more opsin genes. Ciliary and rhabdomeric photoreceptors are similar in that the general transduction pathway is the same beginning with activation by rhodopsin, transduction via G-protein coupled receptor and ion channels, and finally termination. However, some of the messenger genes that they employ vary. In *Drosophila melanogaster* (a model for invertebrate phototransduction), activation of rhodopsin by light causes the release of G*α*q which activates ﻿phospholipase C (PLC) [43]. Light-detecting rhodopsin is comprised of an opsin protein bound to a retinal molecule known as a chromophore, 11-*cis*-3-hydroxyretinal in *D. melanogaster* and 11-cis-retinal in mammals [5]. The chromophore is transported to the photoreceptor cell by a retinal binding protein, ﻿cellular retinaldehyde-binding protein (CRALBP) in mammals and ﻿prolonged depolarization afterpotential is not apparent (PINTA) in *D. melanogaster* [44, 45]. The transduction in *D. melanogaster* is carried out by Ca^2+^-permeable transient receptor potential (TRP) channels that cause depolarization of the cell [46, 47]. Finally, phototransduction is terminated when the activated rhodopsin (metarhodopsin) binds arrestin or is phosphorylated by rhodopsin kinase [48–50]. In vertebrates, activated rhodopsin works through GTP-binding transducin which releases Gt*α* and binds guanosine monophosphate phosphodiesterase (GMP-PDE) [51]. Instead of TRP, opening of cyclic nucleotide gated ion channels (CNG) cause the photoreceptor cell to hyperpolarize [51]. Similar to ciliary cells, rhodopsin kinase and arrestin terminate the cascade by deactivating rhodopsin [51]. In addition, in vertebrates, G Protein-coupled receptor kinase 1 (GRK1) and regulator of G protein signaling 9 (RGS9) regulate G protein signaling while recovering inhibits phosphorylation of light-activated rhodopsin [51].

In this study, we use an improved *Hydra* reference genome (*Hydra* 2.0 Genome Project) with augmented gene models and an ab initio transcriptome to investigate the molecular evolution of opsin genes in *H. vulgaris*. As previous studies have identified opsin genes in *Hydra* and generated cnidarian opsin phylogenies, we hypothesized that we might detect a similar number of previously identified genes and detect lineage-specific duplications with *H. vulgaris* opsins forming two groups [28]. However, since we are working with an updated genome and improved gene models, we also expected to find some variations from previous studies. We identified 45 opsins in *H. vulgaris* and found that many opsin genes are located in tandem. Our phylogeny provides support for lineage-specific opsin duplications in Cnidaria. We also found that two *H. vulgaris* opsins (*HvOpA1* and *HvOpB1*) do not group together in the phylogeny with other opsins. Next, we sought to explore the expression of opsin genes in the *H. vulgaris* body map and during regeneration and budding. We hypothesized that some opsins would have differential expression between tissues and that the opsins with high expression in adult hypostome and tentacle would undergo an increase during regeneration and budding. We expected highly expressed genes to increase during budding and regeneration because, if they function in the adult hypostome and tentacle, presumably their expression increases as these tissues develop. Our hypothesis was true for a subset of opsin genes. We were indeed able to identify genes that are upregulated in the *H. vulgaris* hypostome and tentacle and that increase in expression during budding and regeneration. Moreover, we determined that *HvOpA1* is the most highly expressed opsin and is expressed in all samples that we looked at, while *HvOpB1* is highly expressed in the hypostome and its expression increases during budding and regeneration. By exploring stem cell trajectories, [52] we found that *HvOpA1* and *HvOpB1* may have functions in nematoblasts and mucous gland cells respectively. Furthermore, by incorporating expression patterns of phototransduction genes, we identified opsins that are co-expressed with other phototransduction genes and imply these opsins may function in the *H. vulgaris* phototransduction cascade. We propose a model for phototransduction in *H. vulgaris* that has ciliary and rhabdomeric components based on expression patterns of phototransduction genes.

## Results

### Cnidarian opsins are evolving by linage-specific duplications

In order to investigate patterns of molecular evolution of opsins in *H. vulgaris,* we first curated opsin sequences in the recently released and improved genome, *Hydra* 2.0 Genome Project (formerly *H. magnipapillata*) [11]*.* By searching an ab initio transcriptome, phylogenetically-informed annotation (PIA) database [53], and an improved reference genome, we identified 45 opsin genes in *H. vulgaris* (Additional file 4: Table S1-S2). Our hypothesis that we would find a similar number of genes from previous studies was incorrect. Our result differed from that of 63 opsin genes found by Suga et al. [28] using the first genome release. Given the highly fragmented nature of the original assembly, we believe that the difference in opsin gene number between our studies is due to misalignments or haplotypes in the original assembly.

Next, we generated a cnidarian opsin phylogeny and included outgroups placozoa, humans, and *Drosophila* (Fig. 2). We made placozoa the root of the tree as determined by Feuda et al. [3, 54]. Based on previous studies, we expected to see lineage-specific duplications of opsins in Cnidaria with *Hydra* opsins forming two groups [28, 29] or we expected to see the opsin tree recapitulate the evolutionary history of the species (Fig. 1b-c). Our phylogenetic tree supported claims that opsins are evolving by lineage-specific duplications as *Hydra*, *Cladonema*, *Tripedalia*, and *Nematostella* opsins group together by species rather than opsin type (Fig. 2). Generally, the opsin phylogeny reflects the cnidarian cladogram with *Hydra*, *Cladonema* and *Podocoryna* closer together, next *Tripedalia*, and *Nematostella* a little further away (Fig. 2). Our opsin phylogeny provides support for previous suggested cnidarian opsin phylogenetic relationships. Similar to previous studies, we found ctenophore opsins *Mnemiopsis opsin1* and *opsin2* grouping together while *Mnemiopsis opsin3* branches separately (Fig. 2) [27, 54]. We also found that *Podocoryna* opsins do not group together [28] and that both *Cladonema* and *Tripedalia* opsins form 2 groups [28, 29].

**Fig. 2:**
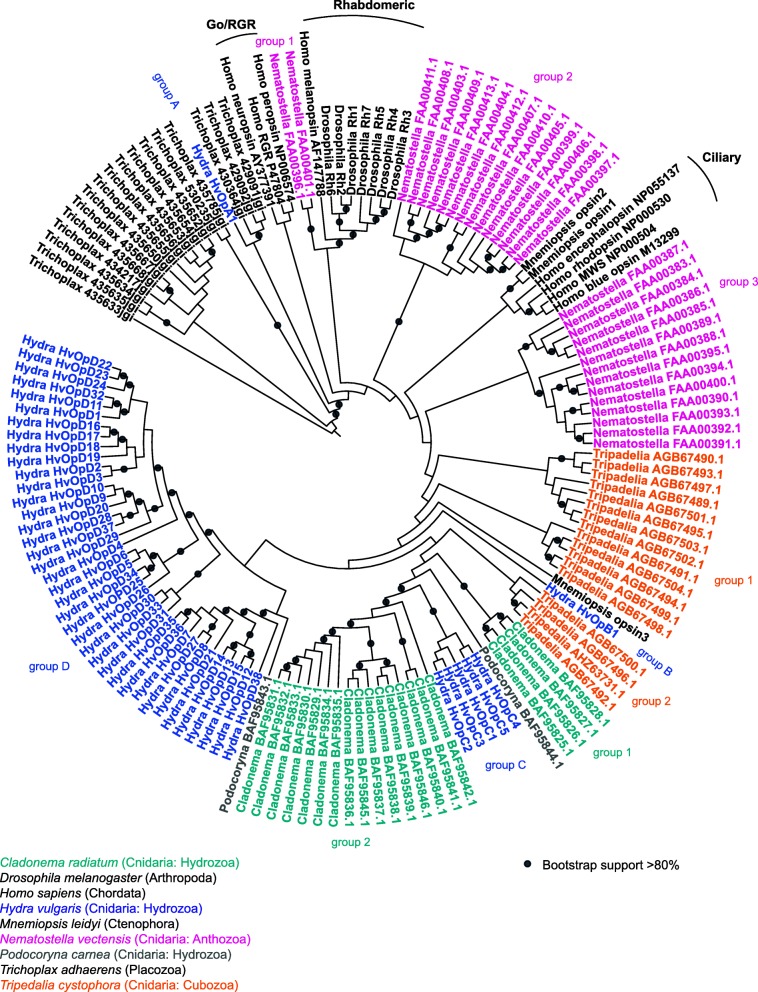
Cnidarian opsin phylogeny. Opsin phylogenetic tree generated using amino acid sequences for *Hydra vulgaris*, *Podocoryna carnea*, *Cladonema radiatum*, *Tripedelia cystophora*, *Nematostella vectensis, Mnemiopsis leidyi, Trichoplax adhaerens*, *Drosophila melanogaster* and *Homo sapiens*. Maximum-likelihood tree was generated using a LG + G + F model and 100 boostrap support

We discovered some differences from previous studies as to the placing of a *N. vectensis* opsin group and two *H. vulgaris* opsins. Suga et al. and ﻿Liegertová et al. found that *N. vectensis* opsins cluster into 3 and 4 groups respectively [28, 29]. Here, we found that *Nematostella* opsins formed three groups; group 3 clusters with the cnidopsins, group 2 is outside of ciliary opsins (C-opsin) and cnidopsins, and group 1 is sister to rhabdomeric opsins (Fig. 2). We found that *H. vulgaris* opsins clustered into 2 main groups, but we also uncovered that 2 genes fall outside of these two large groups, so we refer to each of these its own group. *HvOpB1* (group B *Hydra* opsin) falls within *Mnemiopsis opsin3* and outside of a group of cnidopsins and *HvOpA1* (group A) is sister to a group of Placozoan opsins (Fig. 2). We refer to the other two groups as group C and group D. The overall mean distance between sequences in group C was 0.615, group D was 2.449 and between sequences from C and D together was 2.804. These results suggest that there is more variation between sequences in group D than group C.

As a majority of the cnidarian opsin genes form clusters, this suggests that opsin genes are expanding by linage-specific duplications rather than a large expansion in their common ancestor. In addition, we named our opsin genes based on location on the genome and found that many *H. vulgaris* opsin genes that are in close proximity in the genome are also next to or very close to each other on the phylogeny. 

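Positions of the 45 opsin genes were taken from the paper's Table S1, which gives a scaffold, a start and an end for each gene in the H. vulgaris 2.0 genome assembly. The genes lie on 26 scaffolds. Of these, 9 scaffolds hold several opsins and together carry 28 genes, and the other 17 opsins are each alone on their scaffold. The 19 gaps between neighbouring opsins of a scaffold have a median of 58173 bases, a minimum of 36 bases and a maximum of 2929727 bases. To compare the proteins, the 43 amino acid sequences analysed here were aligned with MAFFT, and the identity of a pair was counted over the columns in which both have a residue. A closest relative could be on the same scaffold for 27 of these sequences, and it was for 23 of them.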

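Scaffold Sc4wPfr_200 carries HvOpC1, HvOpC2, HvOpC3, HvOpC4 and HvOpC5, in this order, between 1182256 and 1916244. The gap is 480674 bases between HvOpC1 and HvOpC2 and 219768 bases between HvOpC2 and HvOpC3. The next gaps are shorter, with 2177 bases between HvOpC3 and HvOpC4 and 26615 bases between HvOpC4 and HvOpC5. Amino acid identity within the cluster ran from 55.3% for HvOpC3 and HvOpC4 to 67.5% for HvOpC1 and HvOpC5, and the closest relative of each of the 5 proteins was another member of the cluster.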

As an example, opsin genes in group C (*HvOpC1–5)* are all on the same scaffold (Table S1) and next to each other on the phylogeny (Fig. 2). 

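On scaffold Sc4wPfr_17, HvOpD1 starts at 1311261 and HvOpD4 ends at 2219532. HvOpD1 and HvOpD2 are 2059 bases apart, HvOpD2 and HvOpD3 are 36 bases apart, and HvOpD4 follows after 842341 bases. HvOpD2 and HvOpD3 share 57.7% of their aligned residues, HvOpD1 and HvOpD3 share 59.3%, and HvOpD1 and HvOpD2 share 53.8%. HvOpD4 is more distant from these 3 proteins, with identities from 36.3% to 41.2%. The closest relative was on another scaffold for HvOpD1 (HvOpD32, 63.5% identity) and for HvOpD4 (HvOpD11, 42.5% identity).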

*HvOpD1–4* are also on the same scaffold but only *HvOpD2–3* group together. *HvOpD5–6* are on the same scaffold and branch together on the phylogeny. 

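HvOpD5 lies on scaffold Sc4wPfr_126.2 from 49481 to 50071, and HvOpD6 lies on it from 2979799 to 2980638. The distance between them is the largest between neighbouring opsins of a scaffold. Their proteins are each other's closest relatives, with 67.9% identity over 190 aligned residues.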

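HvOpD9 and HvOpD10, on scaffold Sc4wPfr_161, are separated by 194669 bases and have 81.3% amino acid identity. On scaffold Sc4wPfr_172.1, HvOpD12 is 654197 bases from HvOpD13, which is followed by HvOpD14 after 49206 bases and by HvOpD15 after a further 70993 bases. HvOpD12 and HvOpD15 have 83.0% identity, while HvOpD13, a sequence of 149 residues, has 66.2% identity with HvOpD12 and 65.1% with HvOpD15. The HvOpD14 sequence was not analysed here. HvOpD16, HvOpD17, HvOpD18 and HvOpD19 span 142799 bases of scaffold Sc4wPfr_199, with 90.1% identity between HvOpD16 and HvOpD17 and between 56.9% and 73.6% for the other pairs. HvOpD22, HvOpD23 and HvOpD24 span 181008 bases of scaffold Sc4wPfr_338. HvOpD22 and HvOpD23 have the highest identity of any pair on a shared scaffold, 91.3%, and HvOpD24 has 83.7% identity with HvOpD22 and 81.0% with HvOpD23.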

Other examples include *HvOpD9–10*, *HvOpD12–15*, *HvOpD16–19*, and *HvOpD22–24*. These groupings of genes on same scaffolds in the opsin phylogenetic tree suggest that *H. vulgaris* opsins could be expanding by tandem duplications (Fig. 2).

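Over all 43 sequences, the 32 pairs on a shared scaffold had a mean identity of 64.9% (SD 13.6) and the 871 other pairs had a mean of 32.5% (SD 13.9). When scaffolds were reassigned at random among the opsins 10000 times, no reassignment gave as large a difference between these means (one-sided permutation test, p = 0.0001, the smallest that 10000 resamples can give). Groups C and D differ in sequence and do not share scaffolds, so the comparison was repeated within group D. There, the 22 pairs on a shared scaffold had a mean identity of 66.4% (SD 16.1), against 35.7% (SD 14.7) for the 644 other pairs, with the same permutation p. Pairs that share a protein are not independent. The permutation takes this into account, since it moved the scaffold labels of single proteins and left the identities of all pairs as they were. From the neighbouring positions on scaffolds and in the tree, the paper reasons that some opsin genes could be evolving by tandem duplication.

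**Figure D1:**
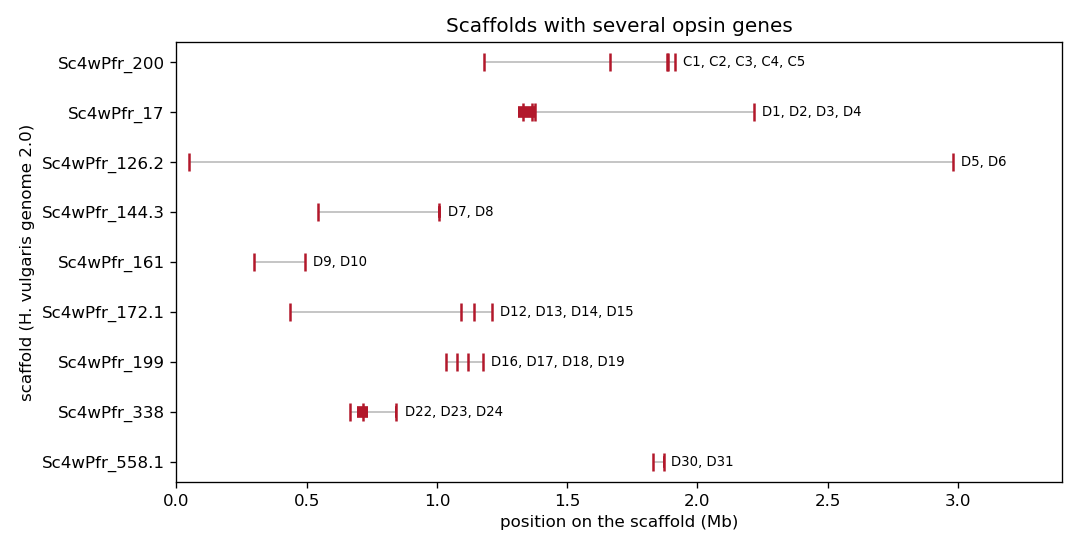
Positions of the 28 opsin genes that share a scaffold with another opsin, drawn to scale along each scaffold in Mb. Each red mark spans one gene from its start to its end, the grey line joins the first and the last opsin of the scaffold, and the names at the right follow the order of the genes. HvOpD5 and HvOpD6 lie farthest apart, and the other neighbours lie within 1 Mb of each other.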

### Expression patterns of *H. vulgaris* opsins in the *Hydra* body, during budding, and during regeneration

Investigating the expression patterns of genes, especially when comparing tissues, can give some insight into their potential functions. 

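The expression data came from 40 RNA-seq samples, 2 for each of 20 conditions. The body map has 10 samples, from the tentacles, hypostome, body column, budding zone and foot of adult polyps. The budding course has 16 samples, from the head region of buds at stages 1, 3, 4, 5, 6, 7, 8 and 10. The regeneration course has 14 samples, from polyps that had regenerated a head for 0 h to 48 h, with time points at 2, 4, 6, 12 and 24 h between them. The methods describe the regeneration tissue as the apical part of the animal, cut off a second time, and the sample labels describe it as the part of the body from R2 to R3 of an animal cut between R1 and R2. The authors trimmed the reads with Trimmomatic, mapped them to their reference transcriptome with bowtie and estimated TPM with RSEM. They then removed batch effects from the TPM with ComBat and applied smooth quantile normalization with qsmooth, and the methods state that normalized values were used for HvOpA1. The batches given to ComBat are not named in the paper's text.
Values were listed for 17438 genes on 1527 scaffolds, and the lowest maximum of any gene over the samples was 0.45. Their sum per sample ran from 997030 to 1014380. Read counts were not used here, so the depth behind each value is unknown and no confidence interval or detection limit was computed from it. Both samples of a condition hold the same set of sorted values in 18 of the 20 conditions, which is what quantile normalization within groups produces. In bud stages 6 and 7, each sample shares its sorted values with a sample of the other stage. The rank correlation between the samples of a condition, across genes, had a median of 0.961 and ran from 0.914 to 0.981. The mean of a gene over the bud samples was close to its mean over all other samples. For the 4744 genes with a mean of at least 20, the log2 ratio of these means had an SD of 0.08, against 0.97 between the regeneration and body map samples.
Table S1 gives 38 opsins an identifier of an assembled transcript and 7 an identifier of a gene model. Those of HvOpD8 and HvOpD9 matched a gene of the deposited values, and the other 43 opsins were not analysed here. Differences were tested with limma-trend on log2(value + 1), over the genes above 0 in at least 2 of the samples fitted. The p-values were adjusted by the Benjamini-Hochberg method over all genes fitted and, beside this, over both opsins alone. In most conditions both samples had already been given one distribution. The spread between them may therefore be understated, and the standard errors and p-values of the contrasts and slopes may be too small.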

We quantified the expression of the *H. vulgaris* opsins in the *H. vulgaris* body, during budding, and during regeneration [42]. Opsin genes that were expressed more highly (> 2 fold change) in the foot compared to other tissues were *HvOpD21*, *HvOpD27*, *HvOpD33*, *HvOpD36*, and *HvOpD38* (Fig. 3a; Additional file 1: Figure S1A). All of these genes are near each other on the opsin phylogeny and belong to an opsin gene cluster for which a *Podocoryna* opsin is an outgroup (Fig. 2). In the hypostome, the genes that were more highly expressed (> 2 fold change) relative to other tissues were *HvOpB1*, *HvOpD2*, *HvOpD11*, *HvOpD12, HvOpD14*, *HvOpD15*, *HvOpD19, HvOpD29*, *HvOpD32*, and *HvOpD37* (Fig. 3a; Additional file 1: Fig. S1A). These genes are not all near each other on the phylogeny, however *HvOp12, HvOp14* and *HvOp15* belong to a branch that includes genes located on the same scaffold and they have similar expression patterns across tissues (Fig. 4a). 

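HvOpD8 (gene model Sc4wPfr_144.3.g33748) lies on scaffold Sc4wPfr_144.3 from 1004179 to 1014236. Its expression was 0.955 ± 0.516 (SD, n = 2) in the tentacles, with samples at 0.59 and 1.32, and 0.18 ± 0.0141 (SD, n = 2) in the hypostome, the next highest tissue. The ratio of these means was 5.31. The foot had 0.17 ± 0.0283, the body column 0.13 ± 0.0566 and the budding zone 0.06 ± 0.0424 (SD, n = 2 each). Both tentacle samples lay above all other samples of the body map, of which the highest was 0.19. On the log2(value + 1) scale the tentacles were 0.76 higher than the mean of the 4 other tissues (standard error 0.14, limma adjusted p = 0.00195 over 17409 genes and 0.000796 over the 2 opsins).
HvOpD9 (gene model Sc4wPfr_161.g25552) lies on scaffold Sc4wPfr_161 from 296470 to 297429. Its expression was 2.245 ± 0.163 (SD, n = 2) in the tentacles and 0.42 ± 0.099 (SD, n = 2) in the foot, the next highest tissue, a ratio of 5.35. The budding zone had 0.23 ± 0.0707, the hypostome 0.2 ± 0.0424 and the body column 0.14 ± 0.0141 (SD, n = 2 each). The lower tentacle sample, at 2.13, was above the highest sample of the other tissues, at 0.49. The tentacles were 1.38 higher than the mean of the 4 other tissues on the log2 scale (standard error 0.10, limma adjusted p = 9.54e-06 over all genes and 2.26e-06 over the 2 opsins). HvOpD10 is close to HvOpD9 in sequence, and reads from these paralogs could have been shared between them in the authors' quantification.
These are low values, since the mean over all samples was at percentile 1.69 of all genes for HvOpD8 and at percentile 4.88 for HvOpD9. A pseudocount of 0.1 in place of 1 moved the log2 differences most, to 2.12 for HvOpD8 and 2.82 for HvOpD9. HvOpD8 is not tested at all when genes are required to reach 1 in at least 2 body map samples. Large differences in the tentacles were common, with 2619 genes more than 2-fold above each other tissue, against 498 in the hypostome, 421 in the foot, 158 in the body column and 98 in the budding zone.

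**Figure D2:**
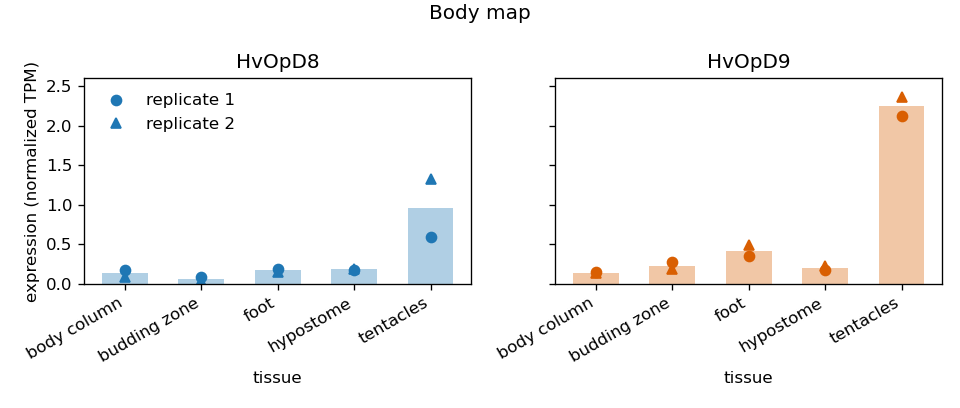
Expression of HvOpD8 and HvOpD9 in the 5 tissues of the body map, in normalized TPM. Bars show the mean of the 2 samples of a tissue, and circles and triangles show replicates 1 and 2. The tentacle samples of HvOpD8 are at 0.59 and 1.32 and those of HvOpD9 at 2.13 and 2.36, above the samples of the other tissues.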

In the tentacle, opsin genes *HvOpC1*, *HvOpC2*, *HvOpC4*, *HvOpD4*, *HvOpD8*, *HvOpD9, HvOpD13*, *HvOpD22*, *HvOpD23*, and *HvOpD24* were expressed more highly (2x) relative to other tissues (Fig. 3a; Fig. 4a). *HvOpC1*–2 and *HvOpC4*, and *HvOp22–24* are next to each other in the genome, have similar sequences based on the opsin phylogeny, and have similar expression patterns across tissues. This suggests that these genes may have shared functions (Fig. 2, Additional file 1: Figure S1A).

**Fig. 3:**
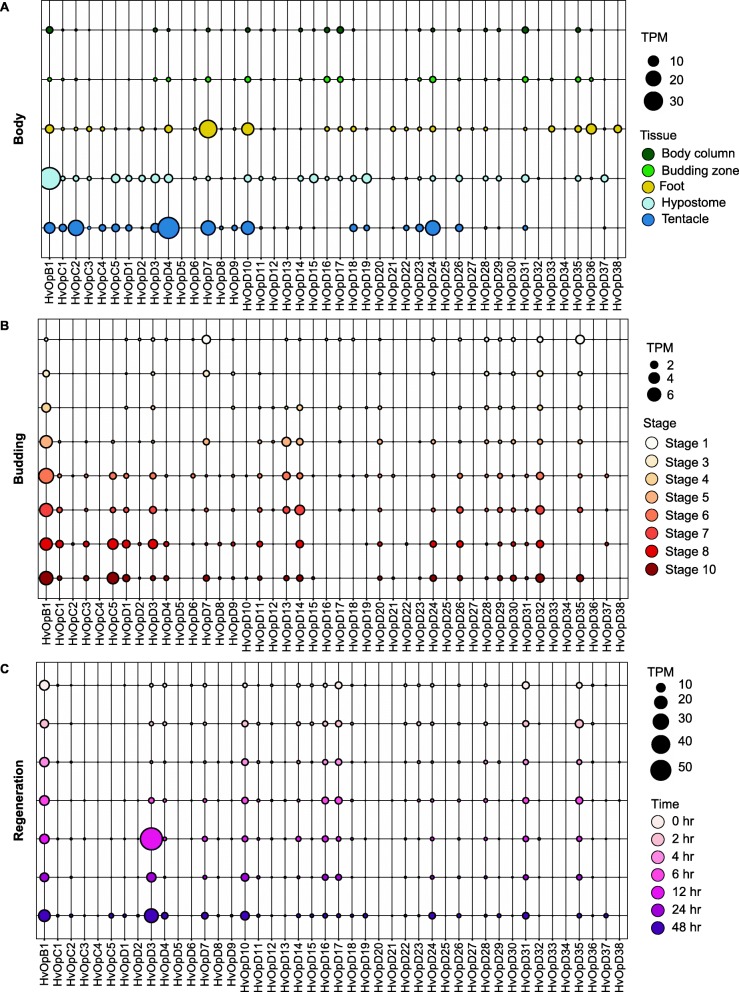
Opsin expression in the *H. vulgaris* body map, during budding, and during regeneration. (**a**) RNA-seq expression of opsins in *H. vulgaris* body column, budding zone, foot, hypostome, and tentacles measured in transcripts per million (TPM). (**b**) RNA-seq expression during *H. vulgaris* budding (asexual reproduction) at stages 1, 3, 4, 6, 7, 8, and 10 measured in transcripts per million (TPM). (**c**) RNA-seq expression during *H. vulgaris* head regeneration at times 0 h, 2 h, 4 h, 6 h, 12 h, 24 h, and 48 h measured in transcripts per million (TPM).

**Fig. 4:**
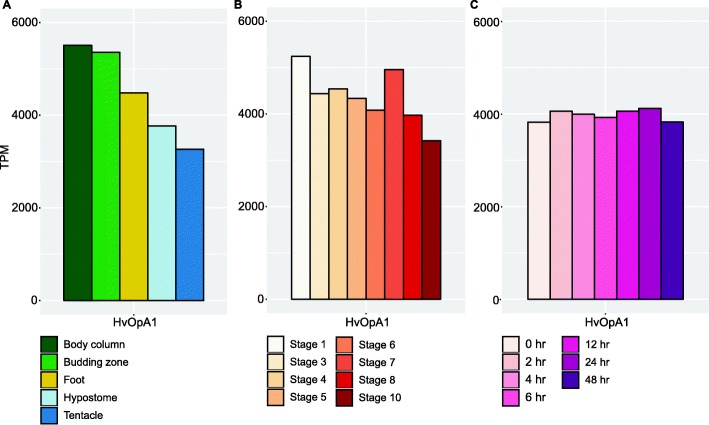
*HvOpA1* expression in the *H. vulgaris* body map, during budding, and during regeneration. (**a**) RNA-seq expression of opsin gene *HvOpA1* in *H. vulgaris* body column, budding zone, foot, hypostome, and tentacles measured in transcripts per million (TPM). (**b**) RNA-seq expression of opsin gene *HvOpA1* during *H. vulgaris* budding (asexual reproduction) at stages 1, 3, 4, 6, 7, 8, and 10 measured in transcripts per million (TPM). (**c**) RNA-seq expression of opsin gene *HvOpA1* during *H. vulgaris* head regeneration at stages 0 h, 2 h, 4 h, 6 h, 12 h, 24 h, and 48 h measured in transcripts per million (TPM)

We hypothesized that some of the genes that were expressed more highly in the hypostome and tentacles relative to other tissues would have expression that increased during budding and regeneration. For the hypostome, *HvOpB1* increases in expression during both budding and regeneration (Additional file 1: Figure S1A-C). *HvOpD2* and *HvOpD37* increase in expression during regeneration but do not show a temporal trend during budding (Fig. S1B-C). Conversely, *HvOpD14* and *HvOpD32* increase in expression during budding but do not have a directional change during regeneration (Additional file 1: Figure S1B-C). For the tentacle, *HvOpD4* increases during both regeneration and budding. *HvOpD13* only increases during budding while *HvOpD24* and *HvOpC2* increase during regeneration. These findings are interesting because *HvOpB1* is one of the most highly expressed genes in the hypostome and *HvOpC2, HvOpD4*, and *HvOpD24* are some of the most highly expressed genes in the tentacle and these four genes all show trend of increasing either in budding, regeneration, or both. High expression of a gene in a body part implies that the gene has a particular function specific to that tissue. These genes likely play an important function in the *Hydra* head. Only a subset of opsin genes increase in expression in budding and regeneration. 

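HvOpD8 was listed at 0 in both bud samples of stage 1, and its expression was 0.475 ± 0.219 (SD, n = 2) at stage 8 and 0.895 ± 0.205 (SD, n = 2) at stage 10. Over the 8 ordered stages its log2(value + 1) rose by 0.09 per stage (standard error 0.02, limma adjusted p = 0.0355 over 17438 genes and 0.00242 over the 2 opsins). Across the 16 bud samples, Pearson's r with the order was 0.709 (permutation p = 0.00093, adjusted 0.00186) and Spearman's rho was 0.630 (permutation p = 0.0103, adjusted 0.0205). Stages 1 and 10 lie equally far from the median on the x axis. Without the 2 samples of stage 1, r was 0.640 (permutation p = 0.0106, adjusted 0.0213), and without the 2 samples of stage 10 it was 0.532 (permutation p = 0.0465, adjusted 0.0516), so the relation rests in part on stage 10. The rise did not pass an adjusted p of 0.05 over all genes with a pseudocount of 0.1 (adjusted p = 0.0555), nor in 6 of the 16 fits that each left out one sample.
HvOpD9 had samples at 0 and 0.34 in stage 1, at 0 and 0.75 in stage 3, and at 0.85 and 0 in stage 6. It reached 0.79 ± 0.198 (SD, n = 2) at stage 8, and its samples at stage 10 were 0.04 and 0.93. Its slope of 0.06 per stage was within the spread of the samples (standard error 0.03, limma adjusted p = 0.306), with r = 0.420 (permutation p = 0.106) and rho = 0.454 (permutation p = 0.0795). Without the stage 1 samples, r was 0.328, and without the stage 10 samples it was 0.533.
During regeneration, HvOpD8 was 0.135 ± 0.0778 (SD, n = 2) at 0 h and 0.415 ± 0.177 (SD, n = 2) at 48 h, and HvOpD9 was 0.105 ± 0.00707 and 0.505 ± 0.134 (SD, n = 2 each). Neither trend over the 7 time points held up against the variation between samples. The slope per time point was 0.05 for HvOpD8 (standard error 0.02, limma adjusted p = 0.162) and 0.04 for HvOpD9 (standard error 0.03, limma adjusted p = 0.281). Over the 14 samples, r was 0.509 for HvOpD8 (permutation p = 0.0653, adjusted 0.131) and 0.392 for HvOpD9 (permutation p = 0.169). The values of rho were 0.479 (permutation p = 0.0842, adjusted 0.149) and 0.408 (permutation p = 0.149). Leaving out both 0 h samples gave an r of 0.497 for HvOpD8 and 0.316 for HvOpD9, and leaving out both 48 h samples, which lie as far from the median, gave 0.321 and 0.00963. Of the 4 relations computed, the 2 of a course were adjusted together, and the permutation tests of these relations were two-sided. The slopes of the courses, each scaled from its first to its last condition, were not distinguishable for either gene. They differed by 0.32 for HvOpD8 (standard error 0.22, limma adjusted p = 0.354) and by 0.17 for HvOpD9 (standard error 0.31, limma adjusted p = 0.761).
Among all genes, 1085 rose and 53 fell over budding, while 1734 rose and 2927 fell over regeneration among the 17287 genes fitted. The balance depends on the normalization, since quantile normalization of all samples to one distribution gave 977 rising and 1589 falling genes over budding, and median-ratio scaling gave 2378 rising and 1620 falling genes over regeneration. The paper states, as a general premise, that high expression in a body part implies a function specific to that tissue. For opsins high in the hypostome or tentacles that increase in budding, regeneration or both, it considers an important function in the head likely.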

Some genes may turn on later in the adult. It is important to note that *HvOpB1* falls outside of the two *H. vulgaris* opsin gene groups C and D. Instead, *HvOpB1* serves as an outgroup to all Hydrazoan opsins and one group of the *Tripedalia* opsins.

While *HvOpB1*, *HvOpC2*, *HvOpD4*, and *HvOpD24* are expressed highly in the *H. vulgaris* head region and have dynamic expression during budding and regeneration, we found another candidate gene for further potential function investigation due to its very high expression in *H. vulgaris*. *HvOpA1* is expressed almost 200-fold more than the other opsin genes (Fig. 4). We did not detect a significant difference in expression between body parts nor during different stages and times of budding and regeneration. The high expression of this gene throughout the *H. vulgaris* body suggests that it is a gene of importance with a general function. Similar to *HvOpB1*, *HvOpA1* does not fall within the *H. vulgaris* opsin gene clusters. Instead, *HvOpA1* groups with Placozoan opsins (Fig. 2).

To increase our power, we also looked at opsin expression across all samples used together (Fig. 5a; Additional file 2: Figure. S2). From this analysis we notice three sets of genes that are upregulated in the hypostome, tentacle or foot. According to gene expression z-scores across all samples *HvOpB1*, *HvOpD3*, *HvOpD11*, *HvOpD15*, *HvOpD19*, *HvOpD29*, and *HvOpD37* have higher expression in the hypostome compared to other tissue types and also increased during budding. *HvOpC1*, *HvOpC2*, *HvOpC3*, *HvOpC4*, *HvOpC5*, *HvOpD1*, *HvOpD4*, *HvOpD7*, *HvOpD8*, *HvOpD9*, *HvOpD10*, *HvOpD16*, *HvOpD18*, *HvOpD22*, *HvOpD23*, *HvOpD24*, and *HvOpD26* group together as having similar expression patterns and are more highly expressed in the tentacles compared to other tissue types and time points in budding and regeneration (Fig. 5a; Additional file 2: Fig. S2). 

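Across all 40 samples, HvOpD8 and HvOpD9 each had their highest mean z-score in the tentacles. For HvOpD8 it was 2.46 ± 1.85 (SD, n = 2), followed by 2.25 ± 0.735 (SD, n = 2) in bud stage 10. For HvOpD9 it was 3.65 ± 0.323 (SD, n = 2), followed by 0.758 ± 0.393 (SD, n = 2) in bud stage 8. In a model with a mean for each condition, the tentacles were higher than the mean of the 19 other conditions by 0.66 on the log2 scale for HvOpD8 (standard error 0.13, limma adjusted p = 0.000183). The difference for HvOpD9 was 1.33 (standard error 0.20, limma adjusted p = 4.86e-06).
The comparison with single conditions differed between the genes. Bud stage 10 was chosen for it after the values were seen. HvOpD8 in the tentacles exceeded bud stage 10 by 0.02 (standard error 0.19, limma adjusted p = 0.931), which is not distinguishable from 0, and the higher sample of bud stage 10, at 1.04, lay above the lower tentacle sample. HvOpD9 in the tentacles exceeded bud stage 10 by 1.19 (standard error 0.28, limma adjusted p = 0.0015). Both contrasts compare bud samples with a tissue. The batches are not named, so a difference between batches, if the bud samples were one, cannot be separated from the difference between conditions. The means over the bud samples and over the other samples were 0.293 and 0.252 for HvOpD8, and 0.428 and 0.396 for HvOpD9. With the bud samples left out, a choice made after the values were seen, the tentacles were higher by 0.70 for HvOpD8 (standard error 0.15, limma adjusted p = 0.000548) and by 1.41 for HvOpD9 (standard error 0.12, limma adjusted p = 4.35e-08).

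**Figure D3:**
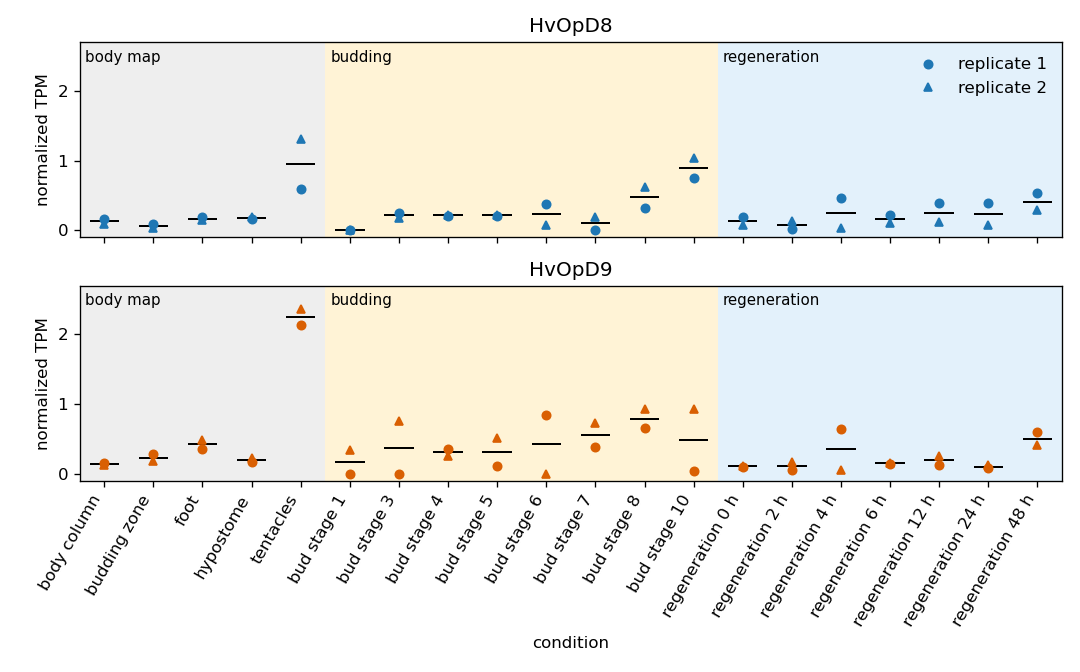
Expression of HvOpD8 and HvOpD9 in all 20 conditions, in normalized TPM. Circles and triangles show replicates 1 and 2, short lines show the mean of both, and shading separates the body map, budding and regeneration. In HvOpD8 the samples of bud stage 10 overlap with those of the tentacles, and in HvOpD9 the tentacle samples lie above all others.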

*HvOpD21*, *HvOpD27*, *HvOpD33*, *HvOpD36*, and *HvOpD38* are more highly expressed in the foot compared to other tissue types and time points in budding and regeneration (Fig. 5a; Additional file 2: Figure S2). 

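The contrasts between single tissues gave the same direction for HvOpD8 and HvOpD9 in the tentacles as the model of all samples. HvOpD8 was higher in the tentacles by 0.70 over the hypostome, 0.72 over the foot, 0.77 over the body column and 0.86 over the budding zone on the log2 scale (standard error 0.18 each). HvOpD9 was higher in the tentacles by 1.43 over the hypostome, 1.51 over the body column and 1.40 over the budding zone, and its smallest difference was over the foot (standard error 0.13 each). When a gene had to exceed every other tissue, so that the largest p of its 4 contrasts was adjusted over all genes, both opsins passed (limma adjusted p = 0.0311 for HvOpD8 and 0.000346 for HvOpD9). Neither gene passed the threshold as higher in the foot or the hypostome, against the other tissues or against all other conditions. The means of the other tissues include the tentacles in these contrasts. The foot differed from the mean of the other tissues by -0.13 for HvOpD8 (limma adjusted p = 0.551) and by -0.11 for HvOpD9 (limma adjusted p = 0.487). For HvOpD9 the hypostome differed from the mean of the other tissues by -0.41 (limma adjusted p = 0.0179), and over all samples by -0.18 (limma adjusted p = 0.613). Against single tissues, HvOpD9 in the hypostome was below the tentacles, and its differences from the body column (0.07, limma adjusted p = 0.727), the budding zone (-0.03, limma adjusted p = 0.891) and the foot (-0.24, limma adjusted p = 0.205) did not pass the threshold. The remaining opsins of Fig. 5a were not analysed here.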

For the most part, an analysis comparing across all samples had similar patterns of gene expression as pairwise comparisons between tissue types.

**Fig. 5:**
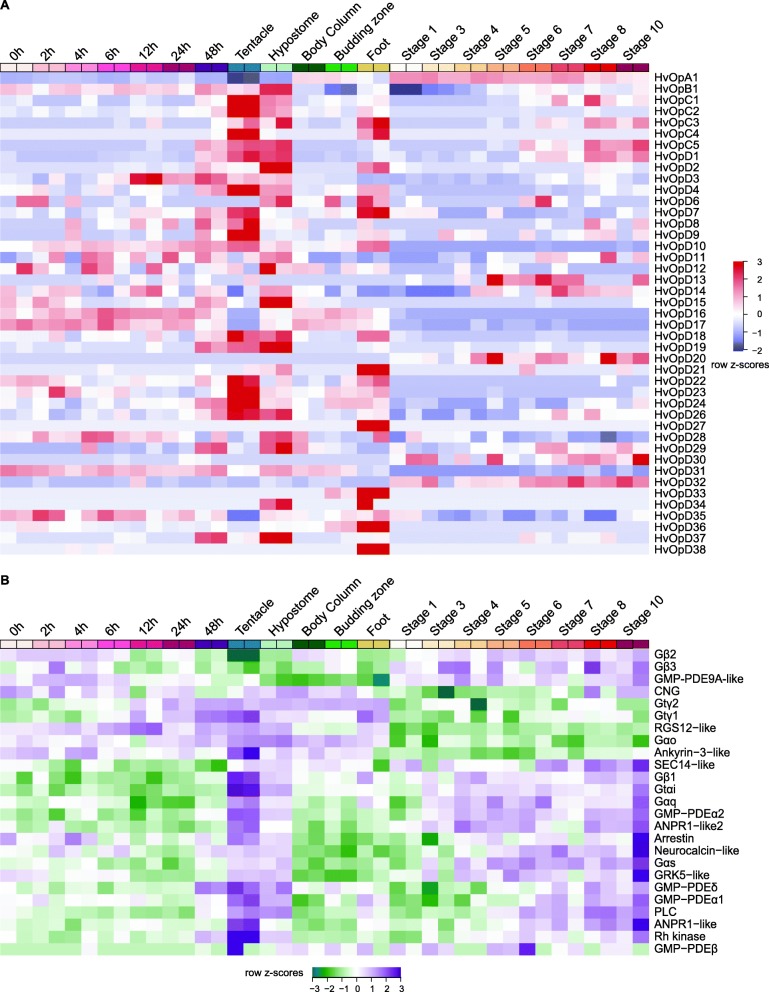
Opsin and phototransduction gene expression across all samples. (**a**) Heatmap showing RNA-seq row z-scores for opsin genes across all samples used in this study. 0 h–48 h represent samples of head tissue during different time points in regeneration; tentacle, hypostome, body column and foot are adult tissues; stage 1–10 are stages of budding during asexual reproduction. *HvOpD5* and *HvOpD25* are missing because they are not expressed in any of the samples. (**b**) Heatmap showing RNA-seq row z-scores for phototransduction genes across all samples used in this study

### Phototransduction cascade genes in *H. vulgaris*

In order to detect whether any of these opsins might function similar to vertebrate ciliary or invertebrate rhabdomeric opsins, we searched the *Hydra* genome for phototransduction genes using ﻿*M. leidyi* sequences following the example of ﻿Schnitzler et al. [27]. As mentioned above, cnidarians are of interest because they are basal invertebrates with ciliary opsins similar to vertebrates, thus we expected to find evidence of ciliary phototransduction cascade components.

In vertebrates and *Drosophila*, the chromophore binds opsins at a conserved retinal-binding lysine in the seventh transmembrane helix. In order to identify which of the *H. vulgaris* opsins may function in phototransduction, we investigated which had the conserved lysine necessary for chromophore binding. We found that all opsins except five have the lysine amino acid necessary for phototransduction. 

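The column of the retinal-binding lysine was located in the alignment of 43 opsin sequences, which has 421 columns. A single column held a lysine in 38 of the 39 sequences that Table S1 lists with the lysine, and the next best column held one in 27 of them. None of the 4 aligned sequences listed without the lysine had one in this column. HvOpA1 has a glutamate there at its residue 264, HvOpD4 a glutamate at residue 264, HvOpD9 an asparagine at residue 261 and HvOpD26 a serine at residue 254. HvOpD2 is listed with the lysine, and its sequence of 269 residues has no residue in this column. The columns next to it are empty for HvOpD2 as well, so this sequence cannot show whether the lysine is present. In HvOpD8 the lysine is at residue 330, while the median position over the sequences with the lysine was 263. The sequences of HvOpB1 and HvOpD14 were not analysed here.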

The five opsins missing the lysine were: *HvOpA1*, *HvOpB1*, *HvOpD4*, *HvOpD9*, and *HvOpD26* (Additional file 4: Table S1).

In terms of ciliary components, *H. vulgaris* differed from *M. leidyi* in that the top hit to G-alpha-i subunit is a G-alpha-o subunit (*Gαo*) (Table 1). Although we did not have an exact predicted protein match, Gαo and Gαi belong to the same Gα protein subfamily and are expected to have similar functions in signal transduction [55]. *H. vulgaris* also had two genes similar to Transducin G-gamma-t1 which we refer to as *Gtγ1* and *Gtγ2*, two GMP-PDE alpha rod genes (*GMP-PDEα1* and *GMP-PDEα2*), only one cyclic nucleotide gated ion channel (*CNG –* as opposed to two in *M. leidyi*), and the top hit to Recoverin is a *Neurocalcin-like* gene (Table 1). Neurocalcin is in the same gene family as recoverin and is also expressed in the retina but not in the rods and cones [56]. In addition, the top hit for GRK1 was G protein-coupled receptor kinase 5-like (*GRK5-like*), the top hit for RGS9–1 was regulator of G-protein signaling 12-like (*RGS12-like*), and the top hit for GC1 guanylyl cyclase were two atrial natriuretic peptide receptor 1-like (*ANPR1-like* and *ANPR1-like2*). For the rhabdomeric components, the top hit for TRP-C was an *Ankyrin-3-like* gene (Table 1). A reason for this might be that ankyrin repeats are part of TRP channels but *H. vulgaris* is likely missing a TRP ortholog [57]. Lastly, for shared components, *H. vulgaris* differed from *M. leidyi* in that we found three Visual G beta genes (*Gβ1*, *Gβ2*, and *Gβ3*) (Table 1).

**Table 1:** BLAST results for phototransduction genes

Protein name and query accession	e-value	Hydra gene name Fig.5	reciprocal BLAST top query	Reciprocal BLAST e-value	Accession
**Ciliary components**					
G-alpha-s subunit JX564543	7.00E-125	Gαs	G protein a subunit 1, partial [Hydra vulgaris]	6.00E-178	BAA81693.1
G-alpha-i subunit JQ724654	4.00E-137	Gαo	PREDICTED: guanine nucleotide-binding protein G(o) subunit alpha-like [Hydra vulgaris]	0.0	XP_002164313.3
Transducin G-alpha-t1 JX564546	2.00E-134	Gtαi	PREDICTED: guanine nucleotide-binding protein G(i) subunit alpha [Hydra vulgaris] XP_012557495.1	0.0	XP_012557495.1
Transducin G-gamma-t1 JX564547	3.00E-03	Gtɣ1	PREDICTED: guanine nucleotide-binding protein subunit gamma-like [Hydra vulgaris]	4.00E-50	XP_012561332.1
Transducin G-gamma-t1 JX564547	1.10E-02	Gtɣ2	PREDICTED: guanine nucleotide-binding protein subunit gamma-like [Hydra vulgaris]	5.00E-48	XP_002160496.1
GRK1 G protein-coupled receptor kinase 1 JX564550	1.00E-161	GRK5-like	PREDICTED: G protein-coupled receptor kinase 5-like [Hydra vulgaris]	0.0	XP_002170698.2
GMP-PDE alpha rod JX564548	4.00E-119	GMP-PDEα1	PREDICTED: dual 3′,5′-cyclic-AMP and -GMP phosphodiesterase 11A-like [Hydra vulgaris]	0.0	XP_012556304.1
GMP-PDE alpha rod JX564548	8.00E-115	GMP-PDEα2	PREDICTED: dual 3′,5′-cyclic-AMP and -GMP phosphodiesterase 11-like [Hydra vulgaris]	0.0	XP_012559729.1
GMP-PDE beta rodP23440.3	6.00E-101	GMP-PDEβ	PREDICTED: cGMP-specific 3′,5′-cyclic phosphodiesterase-like [Hydra vulgaris]	0.0	XP_012566186.2
GMP-PDE delta JX564549	9.00E-57	GMP-PDEδ	PREDICTED: retinal rod rhodopsin-sensitive cGMP 3′,5′-cyclic phosphodiesterase subunit delta-like [Hydra vulgaris]	6.00E-85	XP_012566625.1
Phosphodiesterase JQ724657	4.00E-106	GMP-PDE9A-like	PREDICTED: high affinity cGMP-specific 3′,5′-cyclic phosphodiesterase 9A-like, partial [Hydra vulgaris]	0.0	XP_002164570.3
Cyclic nucleotide gated ion channel JX564544	6.00E-77	CNG	PREDICTED: cyclic nucleotide-gated cation channel alpha-3-like isoform X1 [Hydra vulgaris]	0.0	XP_012555740.1
Cyclic nucleotide gated ion channel JX564545	6.00E-77	CNG	PREDICTED: cyclic nucleotide-gated cation channel alpha-3-like isoform X1 [Hydra vulgaris]	0.0	XP_012555740.1
RGS9–1 regulator of G-protein signaling 9 isoform 1 JX564552	8.00E-23	RGS12-like	PREDICTED: regulator of G-protein signaling 12-like [Hydra vulgaris]	0.0	XP_012555234.1
GC1 guanylyl cyclase GC-E precursor JX564553	0.0	ANPR1-like	PREDICTED: atrial natriuretic peptide receptor 1-like isoform X1 [Hydra vulgaris]	0.0	XP_004209910.2
GC1 guanylyl cyclase GC-E precursor JX564553	5.00E-156	ANPR1-like2	PREDICTED: atrial natriuretic peptide receptor 1-like [Hydra vulgaris]	0.0	XP_012560931.1
Recoverin JX564551	2.00E-121	Neurocalcin-like	PREDICTED: neurocalcin homolog [Hydra vulgaris]	1.00E-137	XP_002159500.2
**Rhabdomeric components**					
G-alpha-q subunit JQ724653	6.00E-128	Gαq	PREDICTED: guanine nucleotide-binding protein G(q) subunit alpha [Hydra vulgaris]	0.0	XP_012554580.1
Phospholipase C JQ724649	0.0	PLC	PREDICTED: 1-phosphatidylinositol 4,5-bisphosphate phosphodiesterase classes I and II-like [Hydra vulgaris]	0.0	XP_012559691.1
Trp-C protein JQ724656	7.00E-17	Ankyrin-3-like	PREDICTED: ankyrin-3-like, partial [Hydra vulgaris]	0.0	XP_004208115.1
**Shared components**					
Visual G beta JQ724652	0.0	Gβ1	PREDICTED: guanine nucleotide-binding protein G(I)/G(S)/G(T) subunit beta-1 [Hydra vulgaris]	0.0	XP_004209643.2
Visual G beta JQ724652	0.0	Gβ2	PREDICTED: guanine nucleotide-binding protein G(I)/G(S)/G(T) subunit beta-1-like [Hydra vulgaris]	0.0	XP_002164667.1
Visual G beta JQ724652	5.00E-135	Gβ3	PREDICTED: guanine nucleotide-binding protein G(I)/G(S)/G(T) subunit beta-1-like [Hydra vulgaris]	0.0	XP_002158484.1
Rhodopsin kinase JQ724650	2.00E-92	Rh kinase	PREDICTED: beta-adrenergic receptor kinase 2-like [Hydra vulgaris]	0.0	XP_012559801.1
Arrestin JQ724651	5.00E-98	Arrestin	PREDICTED: beta-arrestin-1-like [Hydra vulgaris]	0.0	XP_002158192.2
Retinal-binding protein JQ724655	9.00E-100	SEC14-like	PREDICTED: SEC14-like protein 5 [Hydra vulgaris]	0.0	XP_012563299.1

We next looked at the expression patterns of phototransduction genes to see whether they have similar expressions to the opsins. We identified a group of genes that contained most of the necessary components of the phototransduction cascade and two opsins (Additional file 3: Figure. S3). This finding provides candidate genes that function together in transducing a signal. This group had genes with high expression in the tentacle and hypostome and increasing expression during budding. This group included *ANPR1 − like2*, *GMP − PDEα2*, *Gαq*, *Gtαi*, *Gβ1*, *SEC14 − like*, *Arrestin*, *Neurocalcin − like*, *Gαs*, *GRK5 − like*, *GMP − PDEδ*, *PLC*, *GMP − PDEα1*, *ANPR1 − like*, and *Rh kinase* (Fig. 5b). When visualized together with the opsins, two opsins *HvOpC5* and *HvOpD1* had similar expression patterns to these genes (Additional file 3: Figure S3). If similar expression patterns in these genes means that they are expressed together, then these results imply that *H. vulgaris* is using components from both ciliary and rhabdomeric receptors to transduce a signal (see Discussion).

### Differentiation trajectories clustering

To further detect in which cell types phototransduction genes are likely expressed, we determined to which gene clusters they belong in a stem cell differentiation trajectories clustering by Siebert et al. [52]. We expected to see phototransduction genes and one or more opsins expressed in similar cell clusters. We did not find unique matches for all of our opsin genes, but we were able to determine in which clusters 19 of them are expressed (Table 3). We only listed the top clusters, which we selected based on higher expression and expression in more cells in a cluster. We found that most opsins clustered as cells of the neuronal cells of the interstitial lineage in the endoderm or ectoderm (Table 3). *HvOpA1* and *HvOpB1* again were expressed in many more cells and cell clusters. *HvOpA1* had the densest expression in clusters of the nematocyte and nematoblast of the interstitial cell lineage (Table 3). *HvOpB1* was expressed more heavily in granular mucous gland cells and spumous mucous gland cells of the interstitial lineage (Table 3). Unlike the opsins, most phototransduction genes were expressed in all cell clusters (Additional file 4: Table S3). Two of the genes that were not expressed in all clusters were *CNG* and *GMP-PDEα1* which were expressed in neuronal ectoderm and endoderm cells of the interstitial cell lineage similar to *HvOpC5* and *HvOpD1* which we predict might be functioning together in phototransduction (Fig. 6; Table 3;Additional file 4: Table S3).

**Fig. 6:**
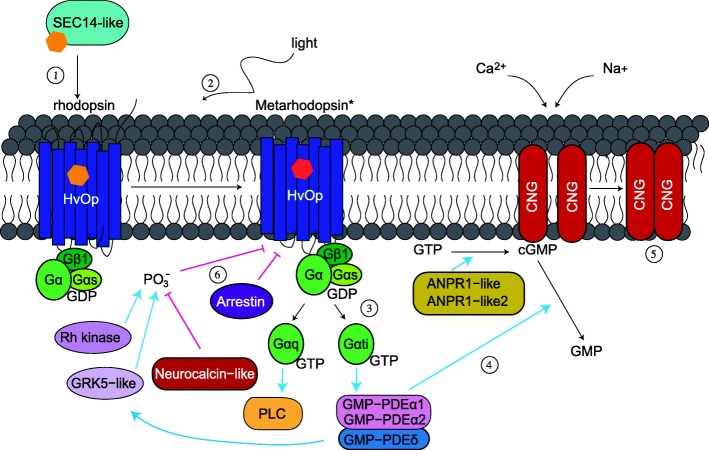
Proposed model of *H. vulgaris* phototransduction cascade. 1) SEC14-like transports a chromophore molecule (represented by a hexagon) to the opsin protein. 2) Light causes a conformational change in the chromophore structure converting rhodopsin to activated metarhodopsin. 3) Gtαi and Gαq activate GMP − PDEα1 or GMP − PDEα2 and PLC, respectively. 4) GMP − PDEα1 and/or GMP − PDEα2 convert cGMP to GMP while ANPR1-like and ANPR1-like2 convert GTP to cGMP. 5) Decrease of cGMP cause the CNG ion channel to close. 6) Metarhodopsin is deactivated by arrestin or phosphorylation by Rh kinase and GRK5-like. GMP − PDEδ has a positive interaction with GKR5-like but neurocalcin-like inhibits phosphorylation and deactivation of metarhodopsin. All genes in this figure are expressed in similar patterns. Blue arrows denote positive interactions or activation while pink lines with flat endings represent inhibition

## Discussion

We present a study in which we characterize the number, location, and expression of opsin genes in the *H. vulgaris* body map, during regeneration and during budding. By using an improved genome assembly, we found that many *H. vulgaris* opsins are located near each other implying some evolution by tandem duplications. In addition, improved gene models and corrected sequences allowed us to generate a new cnidarian opsin phylogeny that supported previous claims that these genes are evolving by lineage-specific duplications. RNA-seq data for different adult tissues and time points during budding and regeneration revealed absolute and relative expression patterns for all opsins for the first time. Furthermore, by incorporating phototransduction-related genes in our opsin study, we were able to determine which genes might be involved in transducing a signal of activated opsins.

### *H. vulgaris* opsin evolution by tandem duplication

The rise of new genes, gene duplications and rapid gene expansions are often driven by tandem duplications, retrotranspositions, or chromosomal to whole genome duplications [58, 59]. Many of the genes that arise through these mechanisms acquire mutations and become pseudogenes, which are silenced, deleted, or occasionally acquire a new function [59]. Some gene copies each share the responsibility of the original gene via subfunctionalization or the new copy can perform a new function due to neofunctionalization [59]. Opsin phylogenies often group genes based on opsin type (rhabdomeric R-opsin, ciliary C-opsin, retinal G protein-coupled receptor RGR, etc.) or predicted wavelength detected (short-, medium-, and long-wavelength) [1, 3]. In the case of cnidarians, previous studies suggested that opsins are evolving by lineage-specific duplications because opsins group together by species [28, 29]. By generating a phylogenetic tree with curated *H. vulgaris* sequences, we found support for this claim. We found that opsins in the cnidarians that we included formed groups by species.

As we have access to an improved genome assembly and expanded gene models, we were able to investigate where the opsin genes are located on scaffolds. In this way, we discovered that many are near each other on the genome as well as branch near each other on the phylogeny, which implies similarity in sequences. These findings suggest that some opsin genes in *H. vulgaris* are evolving by tandem duplications. Moreover, as the assembly we used is improved but still lacks a chromosome-level contiguity, it is possible that more of the genes are close together if the scaffolds map near each other on chromosomes. It is not surprising that we see variation in the number of opsins between cnidarian species because opsins are among the phototransduction genes that have many gains and losses between clades [60]. In ray-finned fish, tandem duplications are the main mechanism by which opsin genes have evolved [61]. It would be interesting to investigate whether opsins in the other cnidarians are evolving by similar mechanisms. Specifically, in *Nematostella* and *Tripedalia* (which have a reference genome assembly) opsin gene accession consecutive numbers group next to or near each other. If these opsin genes in other cnidarians are located in close proximity it would provide support that opsin genes are rapidly evolving by lineage-specific tandem duplications in Cnidaria.

### Ctenophore or Placozoa as root of tree

One of the major discussions in determining opsin gene evolution is what to use as an outgroup or where to root the tree. It was recently discovered that ctenophores, which are more basal than cnidarians (Fig. 1b), possess opsins [27]. Prior to these findings, it was believed that cnidarians were the most basal group to have opsin-based phototransduction [24]. Although these new findings would make ctenophore opsins a good choice for outgroup, Feuda et al. argue that Placozoa opsins (placopsins) make a better outgroup [54]. Placopsins were found to be sister to all other animal opsins [3]. We generated trees using ctenophore opsin *Mnemiopsis opsin3* and Placozoa opsins as the root of the tree. We found that the tree using Placozoa opsins as root was a better option in visualizing the *H. vulgaris* opsins. By using placopsins as the root, we were able to detect the grouping of ciliary, rhabdomeric and Go/RGR opsins, and the grouping of cnidarian opsins that had been previously described [28, 29, 54].

### Location and expression of HmOps2

*H. magnipapillata opsin 2* (*HmOps2*) here referred to as *HvOpD5*, based on sequence in ﻿Plachetzki et al. [26], has been shown to be of great importance because it mediates cnidocyte discharge in *Hydra* [25]. Cnidocytes are complex cells specific to cnidarians that expel a cnidae which entwines, pierces or sticks to a target [62]. *Hydra* uses cnidocytes to immobilize prey, for movement, and as a defense against predation [62]. *Hydra* tentacles have structures called battery complexes that contain cnidocytes and sensory neurons together [25]. In situ hybridization studies found that *HmOps2*, *CNG*, and *Arrestin* co-localize in these battery complexes [25]. In addition, light was found to have an effect on how many cnidocytes are fired [25]. These results suggest that cnidocytes are firing by opsin-based phototransduction [25]. Based on these results, we expected *HvOpD5* and other phototransduction cascade genes to be upregulated in the tentacles. *HvOpD5* is located in group D in our phylogeny which is the most numerous group of *H. vulgaris* opsins. However, in terms of TPM, we did not find expression for this gene in any of our samples. It is possible that this gene is expressed at very low levels and that is why we do not detect its expression even if there is in situ evidence of its existence, location and function. Moreover, in the single cell clusters this gene is found in ectodermal neuronal cells and no expression is detected in nematocytes or nematoblast cells as would be expected.

### *HvOpA1* and *HvOpB1*

In this paper, we discovered two *H. vulgaris* opsin genes that group outside of what is expected. We had expected all opsins to form two groups as was found in previous studies [28, 29]. The reason that the grouping of these genes was not previously described is because these two genes were not detected in previous studies. The grouping is unexpected not only because we anticipated tandem evolution to be reflected by gene expansions, but also because these two genes group outside of the Hydrozoa opsins. The two genes that we found outside of the predicted clustering (groups C and D) were named *HvOpA1* and *HvOpB1*. *HvOpA1* groups together with placozoan opsins and is the most highly expressed opsin gene in *H. vulgaris* (Fig. 1; Fig. 2). *HvOpA1* is expressed everywhere but more highly in the body column and budding zone relative to other tissues (Fig. 4;Additional file 1: Fig. S1). The high expression of this gene implies that it carries an important function and thus is being actively transcribed throughout the *H. vulgaris* body.

In terms of phototransduction cascade genes, we found that *Gβ2*, *Gβ3*, and *GMP-PDE9A-like* are expressed in similar patterns to *HvOpA1* (Additional file 3: Figure. S3). One of the differences between *H. vulgaris* and *M. leidyi* was that *H. vulgaris* had 3 visual G beta genes rather than 1. Due to their expression, it is possible that *HvOpA1* functions as a G protein coupled receptor through the actions of *Gβ2* and/or *Gβ3* and the signal is continued by *GMP-PDE9A-like*. However, since *HvOpA1* is highly expressed throughout the *H. vulgaris* body and lacks the retinal-binding lysine, we do not expect it to function in light-detection. Placozoa opsins, which this gene has a similar sequence to, have yet to be characterized but are believed not to function in light detection because they also lack a retinal-binding lysine [3]. A study of opsins lacking the retinal-biding lysine in ﻿*Halobacteriacea* found that many of these genes may be non-retinal sensory opsins and some may function in chemotaxis or stress response [63]. As mentioned in the introduction, opsins can function in detecting other sensory inputs and the downstream transduction of non-visual opsins remains speculative [9]. Stem cell differentiation trajectories clustering suggests that this gene might have a function in the nematoblast and nematocyte. It is possible that *HvOpA1* functions in sensory detection at the nematocyte through a signal transduction that makes use of phototransduction cascade-like components.

Similarly, *HvOpB1* is found outside of the two main opsin groups and is one of the more highly expressed opsin genes (Fig. 1; Fig. 3). *HvOpB1* is located outside of the Hydrozoan opsins but within what could be considered the cnidopsins [29]. As a sister to other Hydrozoan opsins and its placement next to *Mnemiopsis opsin3* suggests that *HvOpB1* may be a more ancestrally derived gene and that its function may be conserved in orthologous genes in other species. *HvOpB1* is upregulated in the hypostome and increases in expression during budding. This implies that this gene has a potential role in the *H. vulgaris* head (Fig. 3; Additional file 1: Figure S1). Again, *HvOpB1* also lacks the conserved retinal-binding lysine (Table S1). Stem cell differentiation trajectories clustering suggests that this gene might have a function in mucous gland cells. As we know that opsins can take on roles in other types of sensory perception such as heat and sound [9], it is possible that *HvOpB1* may function in detecting something other than light. If *HvOpB1* functions in sensory perception it may be used to detect prey, or it may function in digestive enzyme secretion near the *H. vulgaris* mouth.

As mentioned above, *HvOpA1* and *HvOpB1* group outside of the Hydrozoan opsins and lack the conserved retinal-binding lysine. These results show that *HvOpA1* and *HvOpB1* are single copies. A simple model for *H. vulgaris* opsin evolution would show that there are 4 opsin genes, two giving rise to group C and D by gene duplications. An implication is that opsins with a retinal-binding site are more susceptible to gene expansions. This is the case if a new opsin gene arises and is maintained by subfunctionalization or neofunctionalization. Retention of these genes is not surprising because animals with color vision require multiple opsin genes with overlapping wavelengths, which are determined by variation in opsin sequence. The maintenance of *HvOpA1* and *HvOpB1* as single genes implies that they have a function which requires a precise sequence and would not benefit from the rise of a new gene. In addition, the placement of these genes, *HvOpA1* with Trichoplax opsins and *HvOpB1* near ﻿*Mnemiopsis* opsins, suggests they may be ancestral. These genes might serve a sensory function that preceded the role of opsins in vision. Future studies should investigate the function of *HvOpA1* and *HvOpB1* through *in situ*s or knockout experiments.

### Potential phototransduction cascade in *Hydra*

When looking for phototransduction cascade genes in *H. vulgaris*, we noticed that one of the differences between this species and *M. leidyi* was that some of the genes had more copies in *H. vulgaris*. Genes that have two or more copies might have related function in transduction via subfunctionalization or may have new functions due to neofunctionalization [58]. We expected to find ciliary components because cnidarian opsins are similar to vertebrate ciliary opsins, yet we found homologs of both rhabdomeric and ciliary components (Table 1). The only gene that we did not find a homolog to was TRP and instead we found only one copy of CNG, which is the ion channel that cnidarian opsins should function by [24].

We hypothesized that genes functioning together in a cascade would be co-expressed. Our hypothesis was correct as many of the phototransduction-like genes that we identified grouped together as having similar expression patterns (Fig. 5b). These genes have similar expression patterns to *HvOpC5* and *HvOpD1* which are more highly expressed in the hypostome and tentacle relative to other tissues and increase in expression at later stages of budding and regeneration (Additional file 1: Figure S1; Additional file 2: Figure S2). Since these opsin genes are expressed at similar patterns to other phototransduction cascade-like genes, it is possible that these opsins function in light detection. Under the assumption that similar expression patterns imply that these genes work together, we have come up with a potential phototransduction cascade in *H. vulgaris* (Fig. 6). *H. vulgaris* SEC14-like transports the chromophore to bind opsins (*HvOpC5* and/or *HvOpD1*) and become inactive rhodopsin to be activated by light. Activation of rhodopsin to metarhodopsin proceeds by actions of Gαq or Gtαi that forms a complex with Gαs and Gβ1. Gtαi binds GMP − PDEα1 or GMP − PDEα2 to transduce the signal while Gαq activates PLC. Although CNG does not group with these genes in the heatmap and has different patterns of expression, it is likely the channel causing the cell to hyperpolarize. Cyclic GMP (cGMP) is bound to CNG maintaining the channel open. GMP − PDEα1 and/or GMP − PDEα2 convert cGMP to GMP which closes the CNG ion channel. Conversely, ANPR1-like and ANPR1-like2 [64, 65] convert GTP to cGMP helping to regulate the opening and closing of CNG. Finally, transduction is terminated by arrestin deactivating metarhodopsin and phosphorylation of metarhodopsin by Rh kinase and GRK5-like. Deactivation of metarhodopsin is also regulated by neurocalcin-like which inhibits phosphorylation of light-activated rhodopsin [66] and GMP − PDEδ which activates GKR5-like [67]. It is also important to note that our hypothetical *H. vulgaris* phototransduction cascade includes aspects of both rhabdomeric and ciliary receptors. We base this model off of evidence that these genes are being expressed in similar tissues and patterns. It is possible that the opsin transduction cascade in basal lineages use components that were later specialized with some loss in rhabdomeric and ciliary opsins through co-option [68]. Some support for this comes from ﻿*Mnemiopsis leidyi* having RNA evidence for rhabdomeric and ciliary phototransduction components and *Nematostella* opsin group 1 branching together with rhabdomeric opsins while we would expect cnidarian opsins to be closer to ciliary.

## Conclusions

We provide the first study to characterize opsin genes in *H. vulgaris* using RNA-seq data for different tissues and time points during regeneration and budding. Previous studies have focused on reconstruction of the opsin gene phylogeny but did not explore the expression patterns of these genes. Gene expression can give us an insight into the potential function of some of these genes that are rapidly evolving. While our phylogenetic tree was very similar to those of previous studies, we discovered two *H. vulgaris* opsins that were outside of the typical two groups of opsins. One of these genes was the most highly expressed opsin in *H. vulgaris* and the other was highly expressed in the hypostome and increased in expression during budding. By using the improved genome assembly (v2.0) and improved gene models, we found that opsin genes in *H. vulgaris* are likely evolving by tandem duplications. These results can be combined with opsin gene mapping in other cnidarians to see if opsin genes might be evolving by the same mechanism in the entire phylum which would explain the linage-specific duplications. Furthermore, by combining opsin expression data with that of phototransduction-related genes, we were able to generate a model for phototransduction in *H. vulgaris*. Future work will focus on the morphological and behavioral effects of turning off some of these candidate genes.

Our results are of interest to the fields of genome evolution, cnidarian biology and evolution of vision. For one, we find a sensory gene family that is likely evolving by tandem duplications. The evolution of opsin genes has been of particular interest and we provide a suggested mechanism for gene expansions. In cnidarian biology, the function of the opsin genes is only known for *HmOps2* (*HvOpD5*), which is involved in cnidocyte firing. Yet, although *Hydra* lack eyes, they respond to light so it is possible that one or more of the opsins function in phototransduction. Opsins have also been shown to have functions in other sensory detection such as heat or sound and the number of opsins in *Hydra* make it a possibility that some of the genes may have other sensory functions. Thus our general characterization of molecular evolution and gene expression should serve as a foundation for future studies of non-ocular cnidarian opsin gene functions.

## Methods

### RNA extractions and library preparation

*Hydra vulgaris* polyps were kept in *Hydra* medium (1 M CaCl_2_, 0.1 M MgCl_2_, 0.03 M KNO_3_, 0.5 M NaHCO_3_, 0.8 M MgSO_4_) and were fed freshly hatched *Artemia salina* nauplii twice per week. Before RNA isolation, animals were starved for at least 1 day. For the head regeneration time course, 1 animal per sample was bisected and allowed to undergo head regeneration for 0, 2, 4, 6, 12, 24, or 48 h. The apical region of the animal was once again bisected, and the tissue was used for RNA extraction. For the budding experiment, the head region of buds at stages S1, S3, S4, S5, S6, S7, S8, or S10 of budding was bisected and used for total RNA extraction. Adult polyps were dissected to separate the tentacles, budding zone, body column, hypostome, and foot for RNA extraction.

Tissues were dissolved in RLT buffer (Qiagen RNeasy) with 2- betamercaptoethanol within 3 min of isolation. RNA was extracted using Qiagen RNeasy kit according to the manufacturer’s protocol and treated with DNase from TURBO DNA-free kit. Agilent Bioanalyzer was used to check RNA quality. Only samples with RIN scores ≥9 were used for RNA-seq library preparation.

A modified Smart-seq2 protocol was used to build RNA-Seq libraries (Picelli et al., 2014). Poly-dT primer and reverse transcriptase were used to generate full-legth cDNA from mRNA. The number of PCR cycles used to amplify cDNA was based on the initial amount of total RNA. 20 ng of cDNA was used to make sequencing library using a tagmentation enzyme (Illumina Nextera kit) amplified for 8 cycles of PCR. Libraries were multiplexed and sequenced as 43 bp Illumina paired-end reads GEO accession GSE127279 [42].

### Identification of *Hydra* opsin genes

An ab initio reference transcriptome for *Hydra vulgaris* was assembled using RNA-seq libraries built as described above. To generate an ab initio transcriptome, adapter sequences and low quality base pairs from the paired-ends reads were trimmed using Trimmomatic v. 0.35 [69] with the following parameters: “PE [read1.fastq] [read2.fastq] pe_read1.fastq.gz se_read1.fastq.gz pe_read2.fastq.gz se_read2.fastq.gz ILLUMINACLIP:NexteraPE-PE.fa:2:30:8:4:true LEADING:20 TRAILING:20 SLIDINGWINDOW:4:17 MINLEN:30”. The trimmed reads were mapped to the *Hydra* 2.0 genome using STAR v. 2.4.2a [70] with the following parameters: “--outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverReadLmax 0.04 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000 --outSAMunmapped Within --outFilterType BySJout --outSAMattributes NH HI AS NM MD XS --outSAMstrandField intronMotif --outSAMtype BAM SortedByCoordinate --sjdbScore 1”. Mapped reads from two biological replicates for each sample were pooled and ab initio transcripts were assembled using StringTie v. 1.3.4b [71] with the parameters: “-G [GTF file] -o stringtie.gtf -c 3 -p 12 –A stringtie.abundance.txt”. Assembled transcripts for all samples were then merged with the *Hydra* 2.0 gene models to obtain a final reference transcriptome (Additional file 5: Table S4). The reference transcriptome was annotated using Blast2GO [72]. BLAST search was done for the transcripts against NCBI’s non-redundant NR database. The transcripts were then annotated with the gene ontology (GO) terms associated with the BLAST hits using the “Mapping” and “Annotation” of Blast2GO. The GO terms were further expanded using InterProScan and Annex mapping utilities of Blast2GO.

We searched the gene annotations for GO terms relating to opsins and extracted the sequences from those genes. In addition, we extracted *Hydra* opsin sequences from the phylogenetically-informed annotation (PIA) database [53]. All sequences were aligned to the *H. vulgaris* reference genome 2.0 [11] with command-line BLAST using blastn -query opsin_seqs.txt -db hydra_stringtie_merged -evalue 1e-10 -outfmt 6 [73] for a full list of candidate opsin genes. Blast output allowed us to manually correct incomplete transcriptome sequences possibly due to misalignments. Manually corrected sequences were aligned back to the genome for verification. Sequences were visually inspected and a neighbor joining tree was generated in MEGA7 using a Poisson model of substitution and gamma distributed rates among sites [74] to identify and retain unique *Hydra* opsin sequences. Opsin genes were named based on phylogenetic grouping based on (Fig. 2) then location on scaffolds (Additional file 4: Table S1).

### Opsin phylogeny

In addition to the *H. vulgaris* genes determined above, we extracted opsin sequences for cnidarians *Podocoryna carnea*, *Cladonema radiatum*, *Tripedelia cystophora*, and *Nematostella vectensis* from NCBI GenBank. For a more complete phylogenetic tree, we included opsin sequences for ctenophore *Mnemiopsis leidyi* from [27] and sequences for *Trichoplax adhaerens*, *Drosophila melanogaster* and *Homo sapiens* from [54]. All opsin sequences were aligned in MEGA7 using MUSCLE [75]. The alignment was visually inspected and manually adjusted. We determined the best fit our data by calculating Bayesian Information Criterion (BIC) [74, 76]. To do this, we used the model selection tool in MEGA7 as follows: automatic (neighbor-joining tree) as a tree to use, maximum likelihood statistical method, and amino acid substitutions type using all sites. The best model was LG + G + F with a BIC value of 129,956. We then ran the phylogeny reconstruction in MEGA7 as follows: maximum likelihood statistical method, bootstrap method as a test of phylogeny with 100 replicates, amino acid substitution type, model LG with Freqs. (+F), gamma distributed (G) rates among sites with 5 discrete gamma categories, using all sites, and Nearest-Neighbor-Interchange (NNI) as the heuristic method.

### Identification of phototransduction genes

Sequences for phototransduction genes in *Mnemiopsis leidyi* were obtains from NCBI GenBank according to accession numbers in Table 2 of ﻿Schnitzler et al. [27]. These sequences were aligned against our *H. vulgaris* StringTie assembly using command-line BLAST [73]. Sequences were extracted and BLAST against NCBI GenBank using Blastx with default parameters to obtain a top hit. Expression data for these genes was extracted from a TPM counts matrix (generated as described in *Identification of* Hydra *opsin genes*) and visualized using heatmap3 [77].

**Table 2:** Differentiation trajectories clustering^†^

Opsin	Juliano aepLRv2 ID	Cluster
HvOpA1	t29274aep	i_nb2, i_nb3, i_nb4, i_nb5, ecEp_bd, i_nem
HvOpB1	t21413aep	i_smgc1, i_smgc2, i_gmgc, i_n_en2
HvOpC1	t26793aep	i_n_ec1, i_n_ec3, i_n_ec4
HvOpC2	t24044aep	i_n_ec1, ecEp_nem
HvOpC3	t10575aep	i_n_ec1, i_n_ec3, i_n_ec5
HvOpC4	no match*	
HvOpC5	t24564aep	i_n_ec1, i_n_ec4
HvOpD1	t36346aep	i_n_ec1, i_n_ec3, i_n_en1, i_n_en2
HvOpD2	no match	
HvOpD3	no match	
HvOpD4	t37969aep	i_n_ec1, i_n_ec3, i_en1, i_n_en2
HvOpD5	t29512aep	i_n_ec1, i_n_ec3, i_nc_prog
HvOpD6	no match	
HvOpD7	no match	
HvOpD8	t36136aep	i_n_ec1, i_n_ec3
HvOpD9	no match	
HvOpD10	no match	
HvOpD11	no match	
HvOpD12	no match	
HvOpD13	no match	
HvOpD14	t33805aep	i_n_ec1, i_n_ec3, i_n_ec4
HvOpD15	no match	
HvOpD16	no match	
HvOpD17	t27882aep	i_gmgc, i_n_ec3, i_n_en3, i_nc_gc_prog, i_smgc1, i_smgc2, i_zmg1, i_zmg3
HvOpD18	no match	
HvOpD19	no match	
HvOpD20	no match	
HvOpD21	no match	
HvOpD22	no match	
HvOpD23	no match	
HvOpD24	t32881aep	i_fmgl1, i_smgc3
HvOpD25	t36280aep	i_n_ec3
HvOpD26	t25412aep	i_n_ec1, i_n_ec3, i_n_ec4, i_n_ec5, i_n_en1
HvOpD27	no match	
HvOpD28	no match	
HvOpD29	t2106aep	i_n_ec1, i_n_ec3, i_n_en2
HvOpD30	t20043aep	i_n_ec2
HvOpD31	no match	
HvOpD32	no match	
HvOpD33	no match	
HvOpD34	no match	
HvOpD35	t29959aep	ecEp_nb, ecEp_nem, ecEp_SC1, ecEp_SC2, ecEp_bd, enEp_foot
HvOpD36	no match	
HvOpD37	no match	
HvOpD38	t27688aep	i_nem

^†^Clustering according to data from Siebert et al. [52] derived using the interactive tool at https://portals.broadinstitute.org/single_cell/study/SCP260/stem-cell-differentiation-trajectories-in-hydra-resolved-at-single-cell-resolution

*no match means no unique match to the Seibert et al. transcriptome. The top BLASt hit to these genes was a better match to another HvOp gene

Cluster Label Abbreviation Key: bat: battery cell, bd: basal disk, db: doublet cluster, ec: ectoderm, ecEP: ectodermal epithelial cell, en: endoderm, enEP: endodermal epithelial cell, fmgl: female germ-line, gc: gland cell, gmgc: granular mucous gland cell, i: cell of the interstitial lineage, id: integration doublet, mgl: male germline, mp: multiplet, nb: nematoblast, n: neuronal cell, nem: nematocyte, pd.: suspected phagocytosis doublet, prog: progenitor, SC: stem cell, smgc: spumous mucous gland cell, tent: tentacle, zmg: zymogen gland cell

### Opsin expression

RNA-seq libraries from adult *H. vulgaris* tentacles, hypostome, body column, budding zone and also from a budding and head regeneration time course at stages S1, S3, S4, S5, S6, S7, S8, S10, and at hours 0, 2, 4, 6, 12, 24 and 48 were used, GEO accession GSE127279 [42]. Adapter sequences and low quality base pairs from the paired-ends reads were trimmed using Trimmomatic v. 0.35 (see *Identification of* Hydra *opsin genes*). Trimmed reads were mapped to the reference transcriptome using bowtie v. 1.2 [78] with the following options: “-X 2000 -a -m 200 -S --seedlen 25 -n 2 -v 3” and quantified using RSEM v. 1.2.31 [79]. Batch effects were removed from gene expression levels (TPM) using “ComBat” function from sva package v. 3.18 [79] in R v. 3.2.3. TPM values were extracted for the opsin genes. TPM values were smooth quantile normalized using qsmooth package [80] in R. Normalized values were used for *HvOpA1.* Expression was visualized by generating bubble plots in ggplot2 [81] and heatmap3 [77].

### Differentiation trajectories clustering

To determine in which single cell clusters opsins and phototransduction genes were expressed, we searched the interactive browser containing data from Siebert et al. [52]. We first used BLAST in the *Hydra* 2.0 Genome Project Portal https://research.nhgri.nih.gov/hydra/sequenceserver/ to align our sequences to the Juliano aepLRv2 database. We then used these IDs to visualize the expression of these genes in different clusters at https://portals.broadinstitute.org/single_cell/study/SCP260/stem-cell-differentiation-trajectories-in-hydra-resolved-at-single-cell-resolution. Although some of the opsins are expressed in many clusters, we only listed top matches which are the clusters in which the genes had higher expression and where expressed in more of the cells in that cluster.

## Supplementary information

**Additional file 1: Figure S1.** Opsin expression in the *H. vulgaris* body, budding, and regeneration. (A) Z-scores of opsin RNA-seq expression in *H. vulgaris* compared between the body column, budding zone, foot, hypostome, and tentacles. (B) Z-scores of opsin RNA-seq expression during *H. vulgaris* budding (asexual reproduction) compared between samples from stages 1, 3, 4, 6, 7, 8, and 10. (C) Z-scores of opsin RNA-seq expression during *H. vulgaris* head regeneration comparing samples from time points 0 h, 2 h, 4 h, 6 h, 12 h, 24 h, and 48 h.

**Additional file 2: Figure S2.** Opsin expression across all samples. Heatmap showing RNA-seq z-scores across the *Hydra* body, during regeneration and during budding for the 45 opsin genes. Gene name order was ignored to allow opsins to group by expression patterns.

**Additional file 3: Figure. S3.** Heatmap of z-scores for all phototransduction genes across all samples. Heatmap showing RNA-seq z-scores across the *Hydra* body, during regeneration and during budding for the all opsins and phototransduction genes. Gene name order was ignored to allow opsins to group by expression patterns.

**Additional file 4: Table S1**. Assigned *H. vulgaris* opsin gene names and locations. **Table S2**. *H. vulgaris* opsin sequences and GenBank accession numbers. **Table S3.** Single cell clustering for phototransduction genes.

**Additional file 5: Table S4.** GTF file of combined StringTie and Hydra v2.0 gene models. (GTF 50712 kb)

## Data Availability

Opsin sequences have been deposited in GenBank under accession numbers MN822248-MN822292. Other datasets are included in the text and supplementary materials.

## Abbreviations

ANPR1-Like: atrial natriuretic peptide receptor 1-like
cGMP: Cyclic GMP
CNG: Cyclic nucleotide gated ion channel
C-Opsin: Ciliary opsin
GMP: Guanosine monophosphate
GMP-PDE: GMP phosphodiesterase
Go/RGR: Go-coupled, retinal G protein-coupled receptor
GRK: G Protein-coupled receptor kinase
Gtɣ: Transducin G-gamma
GTP: Guanosine triphosphate
Gtαi: Transducin G-alpha-i
G*α*q: G-alpha-q
Gαs: G-alpha-s
Gβ: visual G beta
HvOp: Hydra vulgaris opsin
RGS: Regulator of G protein signaling
Rh: Rhodopsin
R-opsin: Rhabdomeric opsin
TPM: Transcripts per million
TRP: Transient receptor potential channel

How the deposited data were processed for this re-analysis (not part of the article)

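The samples were 40 RNA-seq libraries of H. vulgaris, 2 for each of 5 adult tissues, 8 bud stages and 7 times of head regeneration. The authors trimmed the reads, mapped them to a reference transcriptome with bowtie, estimated TPM with RSEM, removed batch effects with ComBat and applied smooth quantile normalization with qsmooth. The values deposited by the authors were treated as an adjusted signal on the scale of TPM, since the columns do not sum to the same total and both samples of most conditions have the same sorted values. Which of these steps lie behind the values was not tested further. Sums per sample lay between 997510 and 1003680 in the body map, between 998314 and 1014380 in budding, and between 997030 and 1001350 in regeneration. Between 164 and 1284 genes per sample were listed at 0. Read counts were not used here, so that the depth per sample and the precision it gives are unknown.

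Each column was assigned to its sample by its name, and the conditions were taken from the sample labels. The analysis was designed for TPM, and its steps were kept for the adjusted values. Genes were fitted when they were above 0 in at least 2 of the samples fitted, after which log2(value + 1) was analysed with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend). Tissues were compared in the 10 body map samples, each against the mean of the 4 others. Trends were fitted as a slope over the order of the 8 stages or 7 time points, and their difference as an interaction in the 30 samples of both courses. All samples were fitted with a mean per condition, and each tissue was compared with the mean of the 19 other conditions. Tests of expression were two-sided, p-values were adjusted by the Benjamini-Hochberg method and the threshold was an adjusted p of 0.05. These p-values may be too small where both samples of a condition had been given one distribution. Fold ratios were ratios of means without a pseudocount, and z-scores were computed over the 40 samples. Trends of single genes were also tested with permutation tests of 100000 resamples. On simulated data with 200 changed genes and a true log2 change of 1.5, the tentacle contrast recovered 172 of them (86%) with 17 false calls, and the budding slope recovered 143 (71.5%) with 12 false calls. The changed genes were drawn from those with a mean log2(value + 1) above 1, and the noise was independent between samples. Both opsins lie below this level, so these rates do not apply to them.

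The alternatives tried were a pseudocount of 0.1, a minimum of 1 in at least 2 samples, quantile normalization to one distribution, median-ratio scaling, the replicate number as a block, adjustment over the opsins alone, the largest p of the single contrasts, a fit of all samples, stage numbers or hours in place of the order, the last against the first condition, Spearman's correlation, and leaving out each sample in turn. In the limma contrasts of a tissue, only samples of the other tissues or conditions were left out for the tests. Genes were named by a rule: opsins of Table S1 that the sentence names or that pass the test at a claim, and all other genes as counts. Identifiers of the values were compared with those of Table S1, and 2 of 45 opsins matched. The other 43 opsins, the phototransduction genes, the similarity of expression between opsins of a scaffold and the number of opsins at 0 in every sample were not analysed here. The annotation of another assembly was not used here.

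Locations were read from Table S1, and 43 of its protein sequences were aligned with MAFFT 7.526 and read with Biopython 1.88. Scaffolds were reassigned among the opsins 10000 times for the comparison of identities, which was tested one-sided. Calculations used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.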

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

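Both tests in this part were chosen as tests of the result only after it was seen. Quantile normalization itself was among the alternatives set before the data were examined. The paper discusses opsin and phototransduction genes, and the other genes were compared between tissues here as well. Of 17409 genes fitted in the body map, 10850 differed between the tentacles and the mean of the 4 other tissues at an adjusted p under 0.05, with 5953 higher and 4897 lower. The same contrast gave 6857 genes for the body column, 6368 for the budding zone, 5133 for the hypostome and 4511 for the foot. The result drew attention as a difference in genes outside those the paper discusses, and each tissue was represented by 2 samples.

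If the normalization by the authors had produced the larger number in the tentacles, giving all samples one distribution should have lowered it to that of other tissues. With quantile normalization the number in the tentacles was 10895, against 6894 in the body column, the next highest, but both samples of a tissue already have the same sorted values, and one distribution for all samples changes them alike. The test thus cannot undo a normalization within groups, and the pattern cannot be told apart from an effect of it. The balance of directions did move, from 54.9% of the differing genes being higher in the tentacles to 45.0%, and the median log2 difference of all genes moved from 0.04 to -0.10. A few genes taking most of the signal would also change the share left to others. The 10 highest genes held 10.0% of the total in the tentacles and between 9.00% and 9.55% in the other tissues. The shares are thus similar in the adjusted values. The shares before the authors' normalization are unknown, so this test cannot exclude the explanation. Sequencing depth and the mix of cell types in each tissue were not tested, and the pattern cannot be told apart from a difference in depth. A biological difference of the tentacles from the rest of the body remains a hypothesis.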

How the results depend on the processing

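Except for the regrouping of stages 6 and 7, the removal of the bud samples, the log2 differences without a tentacle sample and the contrast with bud stage 10, all alternatives were set before the data were examined. Of 40 results recomputed, 29 were unchanged under each alternative computed for them. A reversal could be recorded only for the log2 differences, slopes and differences of slopes of single genes, and 0 of these reversed. Counts, folds and z-scores were not classed by direction. Unchanged means the same direction and side of the threshold for a test, within 1.5 times for a count, and within 1 SD for a value with no test. Among these 40 results, the z-scores and the total of genes differing in each tissue were compared under quantile normalization and median-ratio scaling alone. The numbers of genes higher and lower in the tentacles were compared under further alternatives. The cause was not tested for any of the changes below.

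HvOpD8 and HvOpD9 were both more than 2-fold above every other tissue in the tentacles, and 1 of them, HvOpD9, was with a pseudocount of 1 added to each mean, or with a tissue mean of at least 1 required. The fold of HvOpD8 over the next tissue was 5.31 and became 7.07 against the mean of the 4 other tissues, 3.77 with a pseudocount of 0.1, 1.66 with a pseudocount of 1, 4.30 with quantile normalization and 5.16 with median-ratio scaling. It ran from 3.28 to 7.33 across the 10 fits that each left out one sample, and both of these left out a tentacle sample. The fold of HvOpD9 was 5.35 and became 9.07 against the mean of the 4 other tissues, 4.51 with a pseudocount of 0.1, 2.29 with a pseudocount of 1, 4.87 with quantile normalization and 4.92 with median-ratio scaling. It ran from 4.58 to 6.41 across the 10 fits that each left out one sample. With a minimum of 1 in at least 2 samples, 1 opsin in place of 2 was higher in the tentacles, because HvOpD8 was not fitted. The log2 difference of HvOpD8 in the tentacles had adjusted p-values from 0.000114 to 0.0311 across its alternatives, and that of HvOpD9 from 2.26e-06 to 0.000346. The fits that left out one sample kept both samples of the tissue tested. Leaving out a tentacle sample leaves 1, so these values have no test. The log2 difference of HvOpD8 was then 1.03 or 0.49, and 0.93 or 0.39 over all samples. That of HvOpD9 was 1.44 or 1.33, and 1.38 or 1.28 over all samples.

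For budding, 1 opsin rose, HvOpD8, and 0 rose with a pseudocount of 0.1, where 1 opsin had an unadjusted p under 0.05. The slope of HvOpD8 was then 0.29 with an adjusted p of 0.0555, and the adjusted p ran from 0.00242 to 0.0555 across the alternatives. An F-test over the bud stages did not pass the threshold for HvOpD8 (limma adjusted p = 0.0790, with an unadjusted p of 0.00212). With the replicate number as a block, it did not pass either (limma adjusted p = 0.120). Across the 16 fits that each left out one sample, from 0 to 1 opsins rose, the slope of HvOpD8 ran from 0.0674 to 0.0967 and its adjusted p from 0.0191 to 0.134. The 6 fits in which it did not pass left out a sample of stage 1, 8 or 10, and its unadjusted p was under 0.05 in each. With a minimum of 1 in at least 2 samples, neither opsin was fitted in budding or regeneration, so these results have no value there. The slope of HvOpD9 over budding, both slopes over regeneration and both differences of slopes stayed above the threshold under all alternatives computed for them.

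Counts over all genes moved more. The number higher in the tentacles was 5953 and fell to 2980 when the largest p of the 4 contrasts was used. Over budding, 1085 genes rose, and 718 did with median-ratio scaling. The number falling was 53, and was 1589 with quantile normalization and 178 with stages 6 and 7 regrouped by shared distribution. Across the 16 fits that each left out one bud sample, from 0 to 1914 genes rose and from 0 to 196 fell. Where HvOpD8 was tested without a stage 1 sample and no gene passed, 2579 or 2482 genes rose and 534 or 460 fell at an unadjusted p under 0.05, and without a stage 8 sample these were 2872 or 2886 and 544 or 590. Over regeneration, 1734 genes rose, with a range from 1055 to 1816 across the 14 fits that each left out one sample. The number falling over regeneration was 2927, and median-ratio scaling turned this balance around, with 2378 rising and 1620 falling. The number falling was 1913 for the last against the first time point.

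Replicate numbers are shared between conditions, so the limma contrasts, the slopes and their differences were also fitted with a replicate block. Folds and z-scores were not. With the block, 5877 genes were higher in the tentacles in place of 5953, and 4837 were lower in place of 4897. HvOpD8 in the tentacles then had the log2 difference of 0.76 with an adjusted p of 0.00385 in place of 0.00195, and HvOpD9 had 1.38 with 4.37e-05 in place of 9.54e-06. The adjusted p of the slope of HvOpD8 over budding was 0.0440 in place of 0.0355. Genes rising over budding numbered 842 with the block. Correlations between the deviations of samples with the same replicate number averaged -0.025 in the body map, -0.033 in budding and 0.003 in regeneration, which gives no sign of paired samples. Results on HvOpA1, on HvOpC5 and HvOpD1, on opsins of a shared scaffold and on opsins at 0 were not analysed here, so their alternatives were not run.

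The depth of the samples is unknown, and both opsins are close to 0 in most conditions. This limits what can be said of their differences outside the tentacles.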

Differences from the paper's values

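The mean z-score of HvOpD8 in bud stage 10 was 2.25, against the paper's value of about 0.1 in Fig. 5a, read by eye from its colour scale. It was 1.92 with quantile normalization and 1.93 with median-ratio scaling, and neither of these alternatives, set before the data were examined, closed the gap. The paper's methods state that normalized values were used for HvOpA1, and which values were drawn for HvOpD8 was not tested.

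The paper places HvOpD8 in a group that is higher in the tentacles than in other tissues and time points. In the values analysed here, HvOpD8 was higher in the tentacles than in the other tissues, but its difference from bud stage 10 was 0.02 on the log2 scale (limma adjusted p = 0.931). This contrast was chosen after the values were seen. It compares a bud stage with a tissue, and the mean of a gene over the bud samples is close to its mean over the other samples. If the bud samples were one of the authors' batches, batch and condition cannot be told apart in this contrast. Among the opsins that are high in the tentacles, the paper does not list HvOpD8 as increasing during budding, and its slope over the stages was 0.09 per stage (limma adjusted p = 0.0355, and between 0.00242 and 0.0555 across the alternatives). It did not pass the threshold with a pseudocount of 0.1, nor in 6 of the 16 fits that each left out one sample. Table S1 lists HvOpD2 as having the retinal-binding lysine, and its sequence of 269 residues had no residue in the column that held the lysine in 38 other sequences. It had none in the neighbouring columns either, so the sequence cannot decide whether the listing is right.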

Other observations

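Apart from the comparison with other splits of the conditions, the tests in this part were chosen only after the result was seen.

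The mean of a gene over the 16 bud samples was close to its mean over the 24 other samples. For 4744 genes with a mean of at least 20, the log2 ratio of these means had an SD of 0.0804, and 84.5% of the genes lay within 0.1 of 0. Between the regeneration and body map samples the SD was 0.972 and 15.0% of the genes lay within 0.1. Among 100 splits of the 20 conditions into 8 and 12, 1 gave as small a spread, the split into bud and other conditions itself, and the smallest SD of the other splits was 0.196. A candidate explanation is that the bud samples were one of the batches in the authors' adjustment, which would set both means equal. No biological explanation was tested, and under this explanation the batch and the condition cannot be told apart.

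In 18 of 20 conditions both samples have the same sorted values, while in bud stages 6 and 7 the samples of one stage share them with samples of the other. The sorted values of samples with the same stage label differed by up to 3152.52. If samples had been mislabelled between the stages, those that share a distribution should be more alike in rank. Their mean Spearman correlation, across genes, was 0.929, against 0.937 for samples with the same stage label and 0.947 for samples with the same replicate number. The 2 pairs that share a distribution had the highest and the lowest correlation of the 6 pairs, 0.956 and 0.901. The test therefore does not separate a mislabelled sample from groups crossed during normalization, and the pattern cannot be told apart from either.

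Among 14303 genes with a mean of at least 1, 793 had a coefficient of variation under 0.1 in the bud samples and above 0.5 in the other samples, and 55 had the reverse. Of the 793 genes, 70.7% were listed at 0 in some sample outside the bud course, against 24.4% of 4615 other genes as variable outside it. The normalization or batch adjustment by the authors may have contributed, but genes near 0 elsewhere are also variable there by construction, so the test cannot separate these possibilities. In addition, 684 genes were listed at 0 in both tentacle samples, and 110 of these were at 20 or more in every bud sample.

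HvOpA1 is among the opsins not analysed here at the claims. One gene model on its scaffold, Sc4wPfr_439.g20919, was singled out after its values were seen, since it follows the profile of HvOpA1 in Fig. 4, read by eye. The correlation of its 20 condition means with that profile was 0.984, the highest of all 17438 genes, and the next on this scaffold, among 105 genes, had 0.870. If gene numbers rise evenly along a scaffold, the position of HvOpA1 in Table S1 would give 22.8 kb per number for this gene model, and 63.7 kb for the other gene above 1000 on the scaffold. On 3 scaffolds with known positions, the spacing was between 23.8 and 27.6 kb, and that on scaffold Sc4wPfr_126.2 rests on 2 genes. The 22.8 kb lies just below this range. No further genes of the scaffold were compared in this way, so the position does not single out this gene model. From its profile and its scaffold, it may be the gene model of HvOpA1, which remains a hypothesis. Its mean was 4045, with samples between 3021 and 5890. It differed between tissues (limma F-test, adjusted p = 0.000152). The F-test over the bud stages did not pass the threshold (limma adjusted p = 0.171, with an unadjusted p under 0.05). The slope over the stages was -0.06 per stage (limma adjusted p = 0.0373). This slope did not pass in the fits that left out a sample of stage 1 or stage 8, where no gene fell. Stage 10 was lower than stage 1 by 0.65 on the log2 scale (limma adjusted p = 0.0138). The F-test over the regeneration time points did not pass the threshold either (limma adjusted p = 0.598). The body column and budding zone were higher than the other 3 tissues by 0.63 on the log2 scale (limma adjusted p = 3.82e-05). As the gene model was chosen by its profile, these tests are not independent of Fig. 4.

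HvOpD8 has 378 residues, and its closest relative, HvOpD35, has 305. Their best local match covers 258 residues and starts after 111 residues in HvOpD8 and after 44 in HvOpD35, a difference of 67. The number of residues before the match depends on the relative as well. Among 36 other opsins matched with their closest relative, the median was 0 residues before the match, and HvOpD26 had the most, 116. HvOpD26 has 303 residues, and its closest relative, HvOpD5, has only 196. The longest of the 36 others has 326 residues, so none is as long as HvOpD8. In the alignment of all sequences the 305 residues of HvOpD35 are each aligned with a residue of HvOpD8, so the 111 residues are not the length of an added part. The gene spans 10058 bases in Table S1. A joined or extended gene model may explain the longer N-terminal part, but a longer protein would look the same in this test, so it cannot be told apart from that explanation. No biological explanation was tested.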
